# Shade-induced RTFL/DVL peptides negatively regulate the shade response by directly interacting with BSKs in Arabidopsis

**DOI:** 10.1038/s41467-023-42618-3

**Published:** 2023-10-28

**Authors:** Sha Huang, Yu Ma, Yitian Xu, Pengfei Lu, Jie Yang, Yu Xie, Jianhua Gan, Lin Li

**Keywords:** Light responses, Plant signalling, Peptides

## Abstract

For shade-intolerant species, shade light indicates the close proximity of neighboring plants and triggers the shade avoidance syndrome (SAS), which causes exaggerated growth and reduced crop yield. Here, we report that non-secreted ROT FOUR LIKE (RTFL)/DEVIL (DVL) peptides negatively regulate SAS by interacting with BRASSINOSTEROID SIGNALING KINASEs (BSKs) and reducing the protein level of PHYTOCHROME INTERACTING FACTOR 4 (PIF4) in Arabidopsis. The transcription of at least five *RTFLs* (*RTFL13/16/17/18/21*) is induced by low R:FR light. The RTFL18 (DVL1) protein is stabilized under low R:FR conditions and localized to the plasma membrane. A phenotype analysis reveals that RTFL18 negatively regulates low R:FR-promoted petiole elongation. BSK3 and BSK6 are identified as partners of RTFL18 through binding assays and structural modeling. The overexpression of *RTFL18* or knockdown of *BSK3/6* reduces BRASSINOSTEROID signaling and reduces low R:FR-stabilized PIF4 levels. Genetically, the overexpression of *BSK3/6* and *PIF4* restores the petiole phenotype acquired by *RTFL18*-overexpressing lines. Collectively, our work characterizes a signaling cascade (the RTFLs-BSK3/6-PIF4 pathway) that prevents the excessive activation of the shade avoidance response in Arabidopsis.

## Abstract (web summary)

Shade avoidance responses help plants to compete with neighbors for light. Here, the authors show that low R:FR-induced RTFLs interact with BSK3/6 and reduce the protein levels of PIF4 to prevent exaggerated shade avoidance responses.

## Introduction

Plants are sessile organisms that cannot escape their environment. Therefore, it is crucial for plants to sense their surroundings and initiate appropriate responses to changing environments. Light provides energy for photosynthesis and also acts as an important environmental signal to affect growth and development throughout the whole life cycle of plants. Because chlorophyll mainly absorbs red and blue light during photosynthesis, shade-intolerant plants sense low red-to-far-red light ratios (low R:FR). As a result, crowded plants undergo several morphological and physiological changes via shade avoidance syndrome (SAS)^1^. A typical SAS involves increased hypocotyl and petiole elongation, a rapid arrest of leaf development, fewer instances of branching, early flowering, increased susceptibility to various diseases, and limited crop yield^2–5^.

Phytochromes are the main photoreceptors that sense red and far-red light. In *phytochrome B (phyB)* mutant-carrying Arabidopsis, the constitutive SAS phenotype indicates that phyB plays a dominant role in inhibiting the SAS^6^. The PHYTOCHROME-INTERACTING FACTORs (PIFs) belong to a subfamily of basic helix-loop-helix (bHLH) transcription factors. PIF4, PIF5, and PIF7 have been implicated downstream of phyB. Shade light promotes the dephosphorylation of PIF7 and the accumulation of PIF4/PIF5 proteins, which activate the transcription of downstream genes that mediate shade responses^7–10^.

Moreover, various phytohormones are involved and function in a coordinated manner to shape shade-regulated plant architecture^11^. For instance, BRASSINOSTEROID (BR)-biosynthetic dwarf mutants (*dwarf1, sav1,* and *rot3*) display defects in shade-induced hypocotyl elongation^12–14^. The BR signaling components, BR-ENHANCED EXPRESSION (BEE) and BES1-INTERACTING MYC-LIKE (BIM), are also involved in the regulation of the SAS^15^. More importantly, PIF4 is a phosphorylation target of BRASSINOSTEROID-INSENSITIVE 2 (BIN2), which marks PIF4 for proteasome degradation^16^. Recently, shade light has been reported to enhance BR signaling through *BSK5* and lead to the activation of BRI1-EMS-SUPPRESSOR 1 (BES1)^17^. Intact BR biosynthesis and the BR signaling pathway are required for SAS activity.

Peptides are important signaling molecules in intercellular and intracellular communications for plant growth and environmental responses^18^. Based on peptide structure, a bioinformatics analysis has revealed more than 7000 novel candidate small coding genes in Arabidopsis, and some of these genes are likely to be associated with hormone-like peptides^19^. Although a number of peptides have been shown to participate in plant growth, development^20–23^ and environmental responses^24,25^, to date, only very few of these peptides have been functionally characterized or matched to a receptor.

*ROTUNDIFOLIA4* (*ROT4*), encoding a 53 amino acid peptide, was isolated through gain-of-function genetic screening for proteins associated with “small-round” rosette leaves^26^. In the same year, *DEVIL1 (DVL1)*, encoding a 51 amino acid polypeptide, was identified via gain-of-function genetic screening for genes that influence fruit development^27^ and is a paralog of *ROT4*. Overexpression of *DVL1* results in the acquisition of pleiotropic phenotypes, including shortened stature, rounder rosette leaves, clustered inflorescences, shortened pedicles, and fruits with pronged tips. In Arabidopsis, more than 20 putative homologs of the *ROT4* and *DVL1* genes have been identified, and they constitute the *ROT FOUR LIKE*/*DEVIL* (*RTFL/DVL*) family^28^. Ectopic overexpression of each of these five closely related *RTFL/DVL* genes leads to similar phenotypic changes^27^. RTFL/DVL proteins carry a conserved 30-amino-acid region located in the C-terminus and named the RTF domain, which seems to be sufficient to induce the acquisition of this phenotype^26^. RTFL/DVL peptides do not carry a signal peptide, and their N-terminal regions are not highly conserved or studied. To date, the mechanism of action of RTFL/DVL peptides remains unknown. The overexpression of *RTFL/DVL* genes results in downregulation of *FRUITFUL* (*FUL/AGL8*), a MADS-box gene involved in valve differentiation^27^, and the loss of function of *NAC1* reverses the *DVL* overexpression-related phenotype to a WT-like phenotype^29^.

In the current study, we find that low R:FR light induce the transcription of at least five *RTFL/DVL* peptides. RTFL18 (DVL1) is specifically expressed in leaf blades and petioles and localized to the plasma membrane. RTFL18 is involved in low R:FR-promoted petiole elongation, which disrupted the function of BSK3/6 through direct interaction. Inhibited BR signaling and reduced PIF4 protein levels are found in *RTFL18ox and bsk3/6* mutants. Overexpression of *PIF4* can rescue the petiole phenotype of *RTFL18*-overexpressing lines. These findings identify the molecular mechanism of non-secreted RTFL/DVL peptides in the shade avoidance response, establish a link between shade light and the BR signaling pathway, and provide putative targets for engineering density tolerant crops.

## Results

### Low R:FR light significantly regulates the transcription of at least five *RTFL/DVL* genes

Arabidopsis RTFL/DVL peptides constitute a family consisting of 24 members (Supplementary Fig. 1a). *RTFL13, RTFL15, RTFL16, RTFL17, RTFL18,* and *RTFL21* were considered shade-induced genes based on published RNA-sequencing dataset (Fig. 1a). We performed RT‒qPCR to confirm the low R:FR induction of *RTFL13, RTFL16, RTFL17, RTFL18*, and *RTFL21* (Fig. 1b, c, and Supplementary Fig. 1b, c). We also found that their transcripts are repressed from darkness to white light (Fig. 1d) and induced in *phyB-9*^*BC*^ (Fig. 1e), indicating the transcripts of these *RTFLs* were negatively regulated by light and phyB.

**Fig. 1:**
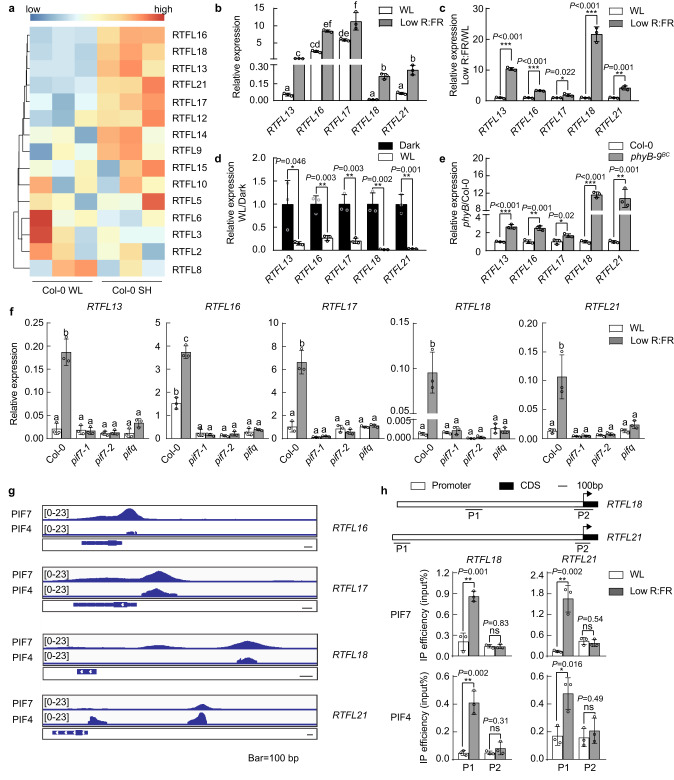
Low R:FR light significantly regulates the transcription of at least five *RTFL/DVL* genes. **a** Heatmap showing the transcript levels of *RTFLs* under white light (WL) and shade light (SH) based on GSE146125. Red, yellow and blue rows indicate RNA expression at high, medium and low levels, respectively. **b** The relative expression levels of *RTFLs* under WL and low R:FR conditions. **c** Low R:FR induction of *RTFLs*. The expression levels of *RTFLs* under WL were standardized to be “1”. **d** The relative expression levels of *RTFLs* under dark and WL conditions. The expression levels of the *RTFLs* in the dark were standardized to be “1”. **e** The relative expression levels of *RTFLs* in Col-0 and *phyB-9*^*BC*^ seedlings. The expression levels of *RTFLs* in Col-0 were standardized as “1”. **f** The relative expression levels of *RTFLs* in Col-0, *pif7*-1, *pif7-2*, and *pifq* seedlings. **g** Integrative Genomics Viewer (IGV) screenshots showing the enrichment of PIF7 and PIF4 on the promoters of *RTFL18* and *RTFL21* based on the GSE156584 and GSE35315 datasets. The scale bar indicates 100 bp. **h** ChIP‒qPCR analyses confirming the enrichment of PIF7 and PIF4 on the *RTFL18* and *RTFL21* promoters in *PIF7ox* (*35* *S::PIF7-Flash*(9 × Myc-6 × His-3 × Flag)*)* and *PIF4ox* (*35* *S::PIF4-Flash*(9 × Myc-6 × His-3 × Flag)*)* seedlings. Data are presented as mean values +/− SD (*n* = 3, *n* refers to biological replicates). In **b**–**f**, the expression levels of *RTFLs* were normalized against the expression of the reference gene *AT2G39960*. Data are presented as mean values +/− SD (*n* = 3, *n* refers to biological replicates). The asterisks indicate significant differences to WL (**c**, **h**), dark (**d**) and Col-0 (**e**), respectively (Multiple *t* test: False Discovery Rate approach, *P < 0.05, **P < 0.01, ***P < 0.001, ns indicates no significance). Letters indicate significant differences between mean values (**b** one-way ANOVA, *P* < 0.01; **f** two-way ANOVA, *P* < 0.01), and groups with the same letters are not significantly different. Source data are provided as a Source Data file.

The low R:FR-induced expression of these five *RTFL* genes was decreased in *pif7-1*, *pif7-2*, and *pifq* (*pif1pif3pif4pif5*) mutant plants, suggesting that their transcripts were positively regulated by PIFs (Fig. 1f). By evaluating published ChIP-sequencing data on PIF7 and PIF4^30,31^, we found that PIF7 and PIF4 were enriched in the G-box motif of the *RTFL16*, *RTFL17*, *RTFL18*, and *RTFL21* gene promoters (Fig. 1g). We verified binding of PIF7 and PIF4 to the promoters of *RTFL18* and *RTFL21* through a ChIP‒qPCR assay (Fig. 1h).

These data reveale that at least five *RTFL/DVL* transcripts are increased under low R:FR conditions, suggesting their possible regulatory roles in the SAS.

### Expression profile and subcellular localization of RTFL18

Among the five *RTFL/DVL* genes, *RTFL18* was maximally upregulated upon low R:FR exposure. Therefore, we focused on the characteristics of RTFL18 in the following work. In transgenic lines that express luciferase driven by the *RTFL18* promoter (*pRTFL18::Luc*), *RTFL18* was mainly expressed in leaf blades and petioles, but was also expressed in hypocotyls, roots, flowers, or fruits (Fig. 2a). RT‒qPCR data confirmed the low R:FR-inductions of *RTFL18* in hypocotyls, cotyledons & petioles, and leaf blades & petioles (Fig. 2b). The expression pattern of *RTFL18* was consistent with that reported in publicly available reports (Supplementary Fig. 2a). Low R:FR induced the expressions of *RTFL13/16/21* in hypocotyls, cotyledons & petioles, and leaf blades & petioles, while *RTFL17* was mainly induced in cotyledons & petioles (Supplementary Fig. 2b).

**Fig. 2:**
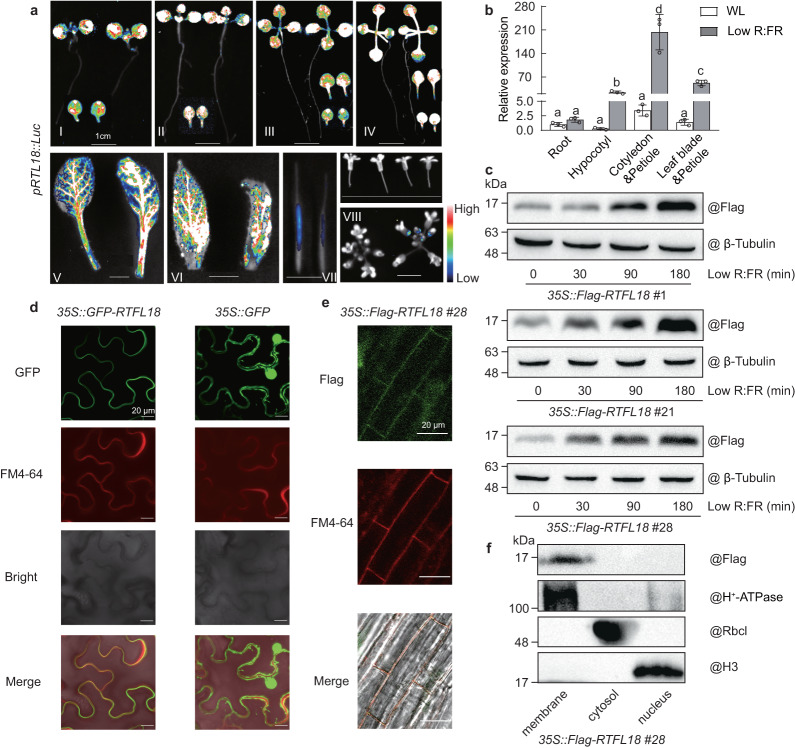
Expression profile and subcellular localization of RTFL18. **a** The expression of *RTFL18* in different tissues was determined on the basis of luciferase signal intensity in *pRTFL18::Luc* transgenic lines. I, III, seedlings were grown under white light for 8 (I) or 11 (III) days; II, IV seedlings were grown under white light for 3 days and transferred to low R:FR and grown for 5 (II) or 8 (IV) days; V, rosette leaves from plants grown under long day conditions for 4 weeks; VI, cauline leaves, VII, fruits, and VIII, flowers from plants grown under long day conditions for 6 weeks. **b** The relative expression of *RTFL18* in different tissues under WL and low R:FR conditions was measured by RT‒qPCR. The expression in the roots under WL was standardized to be “1”. Data are presented as mean values +/− SD (*n* = 3, *n* refers to biological replicates). Letters indicate significant differences between mean values (one-way ANOVA, *P* < 0.01), and groups with the same letters are not significantly different. **c** The protein levels of RTFL18 under WL and low R:FR conditions were measured by western blotting. Whole seedlings were used for experiments. Western blots were probed with anti-Flag antibody. The levels of β-tubulin indicated the loading control. **d** Subcellular localization of GFP-RTFL18 was measured by transient expression assay in *Nicotiana benthamiana* leaves. **e** Subcellular localization of Flag-RTFL18 was measured by immunolocalization assay in Arabidopsis seedlings. Flag-RTFL18 (green) was labeled by immunolocalization using anti-Flag antibodies and observed with a confocal laser scanning microscope. The membrane was stained with FM4–64 (red). GFP, GFP signal; FM4–64, FM4–64 staining; Flag, Flag signal; Bright, bright field; Merge, merged image of the GFP/Flag signal with the FM4–64 signal in a bright field. **f** Subcellular localization of Flag-RTFL18 was measured by western blotting. Western blots were probed with anti-Flag, anti-H^+^ −ATPase (Plasma membrane marker), anti-Rbcl, and anti-H3 antibodies. Scale bars represent 1 cm (**a**), and 20 μm (**d**, **e**). In **c**–**f**, each experiment was repeated three times with similar results. Source data are provided as a Source Data file.

To determine the protein stability of RTFL18, we generated *35* *S::Flag-RTFL18* transgenic lines. The Flag-RTFL18 protein in three independent lines accumulated under low R:FR conditions (30, 90, and 180 min treatments) (Fig. 2c).

To determine its subcellular localization, GFP-RTFL18 was transiently expressed in *Nicotiana benthamiana* leaves. As shown in Fig. 2d, GFP-RTFL18 was localized to the plasma membrane and, in merged images, clearly colocalized with stained FM4–64, an endocytic tracer and plasma membrane dye. Immunofluorescence assays indicated that Flag-RTFL18 in the *35* *S::Flag-RTFL18* transgenic line was localized on the plasma membrane (Fig. 2e and Supplementary Fig. 2c). Using a Minute^TM^ Plasma Membrane Protein Isolation Kit for Plant to separate various components in cells, the presence of Flag-RTFL18 from the *35* *S::Flag-RTFL18* transgenic line was detected only in the membrane (Fig. 2f). These results indicate that RTFL18 is localized on the plasma membrane.

### RTFL18 negatively regulates low R:FR-promoted petiole elongation

To explore the functions of RTFL18, we obtained an activation-tagged line *dvl1-1D*, which contains a T-DNA insertion into the promoter of *RTFL18*, establishing an overexpression allele^27^. Consistent with the findings from experiments with *dvl1-1D* and *35* *S::RTFL18* transgenic lines, in experiments with *35* *S::Flag-RTFL18*, *35* *S::RTFL18-Flag*, *35* *S::RTFL21* and *35* *S::RTFL21-Flag* overexpression, the results showed shorter cotyledon petiole and first and second leaf petiole lengths under low R:FR conditions (Fig. 3a–c and Supplementary Fig. 3a, b). Although shorter hypocotyl lengths were also observed in these *RTFLs*-overexpressing lines (Supplementary Fig. 3c–e), we primarily focused on petiole elongation due to the higher tissue-specific expression of *RTFL18*.

**Fig. 3:**
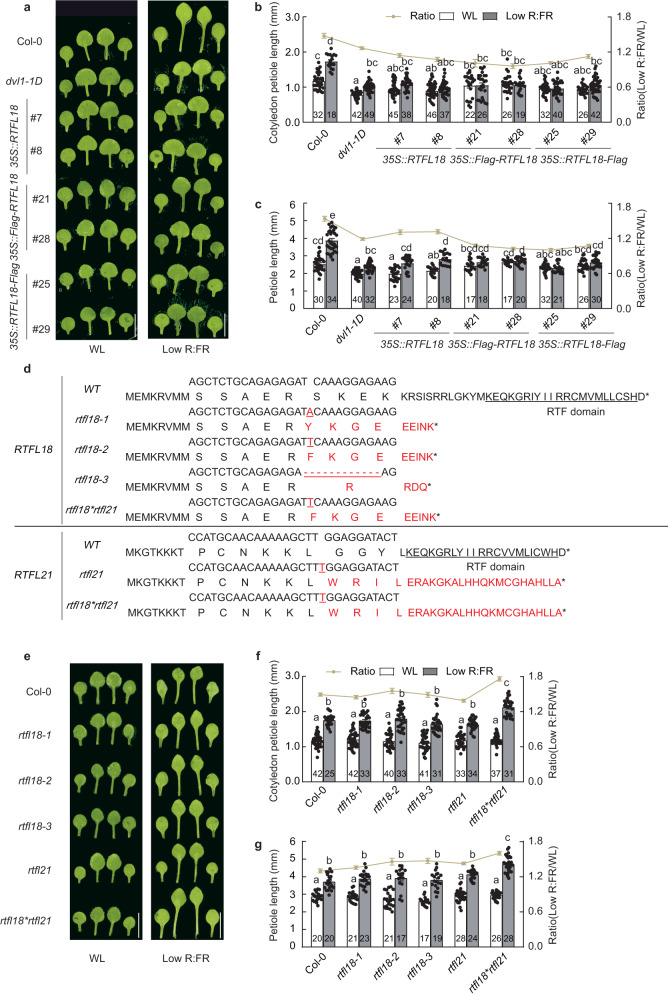
RTFL18 negatively regulates low R:FR-promoted petiole elongation. **a** Pictures of Col-0, *dvl1-1D*, *35* *S::RTFL18* (*#7*, *#8*), *35* *S::Flag-RTFL18* (*#21*, *#28*), and *35* *S::RTFL18-Flag* (*#25*, *#29*) seedlings grown under white light (WL) and low R:FR conditions. **b** The petiole lengths of the cotyledons in Col-0, *dvl1-1D, 35* *S::RTFL18*, *35* *S::Flag-RTFL18*, and *35* *S::RTFL18-Flag*. **c** The petiole lengths of the first and second leaves in the Col-0, *dvl1-1D*, *35* *S::RTFL18*, *35* *S::Flag-RTFL18*, and *35* *S::RTFL18-Flag* plants grown under WL and low R:FR conditions. **d** The mutants of *rtfl18*, *rtfl21*, and rtfl18*rtfl21 were generated by the CRISPR/Cas9 system. The red parts indicate inserted or missing bases. The black underlined sections represent the RTF domain. **e** Pictures of Col-0, *rtfl18*, *rtfl21*, and rtfl18*rtfl21 lines grown under WL and low R:FR conditions. **f** The petiole lengths of the cotyledons in the Col-0, *rtfl18*, *rtfl21*, and rtfl18*rtfl21 lines under WL and low R:FR conditions. **g** The petiole lengths of the first and second leaves in the Col-0, *rtfl18*, *rtfl21*, and rtfl18*rtfl21 plants grown under WL and low R:FR conditions. The numbers in the bar charts represent *n* of each sample. Data are presented as mean values +/− SEM. Letters indicate significant differences between mean values (two-way ANOVA: Tukey’s multiple comparisons test, *P* < 0.01), and groups with the same letters are not significantly different. Scale bars represent 5 mm. Source data are provided as a Source Data file.

We also generated *rtfl18*, *rtfl21* single mutants and rtfl18*rtfl21 double mutants by the CRISPR‒Cas9 gene editing system. One-nucleotide insertion and 10-nucleotide deletion on the exon of *RTFL18* were found in *rtfl18-1, rtfl18-2*, and *rtfl18-3*. One-nucleotide insertion of *RTFL18* and *RTFL21* was found in rtfl18*rtfl21, and one-nucleotide insertion of *RTFL21* was found in *rtfl21*. These mutations generated premature stop codons and thus led to truncated proteins due to a coding frame shift (Fig. 3d). Only the double mutant showed a longer petiole length than the wild-type plants under low R:FR condition (Fig. 3e–g), and there was no significant difference in hypocotyl elongation (Supplementary Fig. 3f). We further found that the changes in petiole elongation were reflected in epidermal cell elongation in *dvl1-1D* and rtfl18*rtfl21 (Supplementary Fig. 3g).

These data suggest that RTFL18 negatively regulates low R:FR-promoted petiole elongation.

### RTFL18 interacts with BSK3 and BSK6

To elucidate the molecular mechanism by which RTFLs are involved in SAS, we screened RTFL18 interacting partners by immunoprecipitation-mass spectrometry (IP-MS) using Flag-tagged *RTFL18* transgenic lines (Supplementary Fig. 4a). BRASSINOSTEROID SIGNALING KINASE (BSK) family members appeared in the candidate lists (Supplementary Fig. 4b). BSKs belong to the RLCK-VII subfamily and are partially redundant positive regulators of BR signaling in Arabidopsis^32^. Considering the plasma membrane localization of BSKs, we first confirmed the interactions between RTFLs and BSK3/6. In a tobacco LCI assay, BSK3 or BSK6 fused with the N-terminal half of luciferase (Luc) interacted with RTFL18 or RTFL21 fused with the C-terminal half of Luc, generating strong Luc fluorescence, whereas no Luc activity signal was detected in the negative controls (Fig. 4a and Supplementary Fig. 4c). In a BiFC assay, BSK3 or BSK6 fused with the C-terminal half of yellow fluorescent protein (YFP) interacted with RTFL18 fused with the N-terminal half of YFP, generating a YFP signal in the cell membrane, whereas no YFP signal was detected in the negative controls (Fig. 4b). In a semi-in vivo pull-down assay, total proteins extracted from *N. benthamiana* leaves expressing BSK3-Flag and BSK6-Flag fusion proteins could be pulled down by GST-RTFL18 protein but not by the GST tag alone (a negative control) (Fig. 4c, d). In an in vitro pull-down assay, GST-BSK3 and GST-BSK6 fusion proteins were pulled down by Sumo-His-RTFL18, but GST could not (Fig. 4e). Moreover, Flag-RTFL18 proteins were immunoprecipitated with BSK3-GFP or BSK6-GFP, but not GFP only in *N. benthamiana* leaves (Fig. 4f). The co-immunoprecipitation between BSK3/6-GFP and Flag-RTFL18 also can be detected in Arabidopsis Flag-RTFL18*BSK3-GFP and Flag-RTFL18* BSK6-GFP double overexpressing lines (Fig. 4g).

**Fig. 4:**
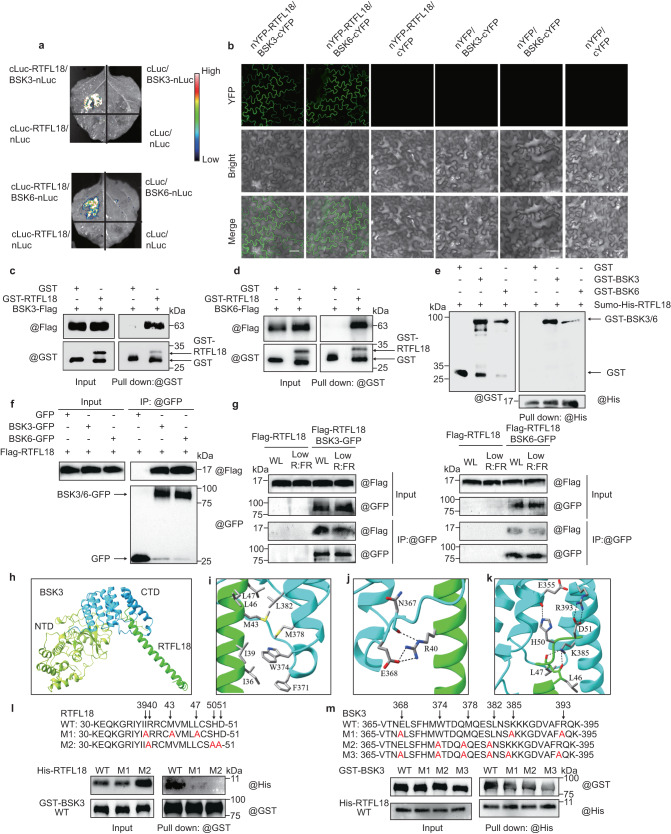
RTFL18 interacts with BSK3 and BSK6. **a** Interactions between RTFL18 and BSK3/BSK6 were detected by luciferase complementary imaging (LCI). **b** Interactions between RTFL18 and BSK3/BSK6 were detected via bimolecular fluorescence complementation (BiFC) assays. YFP, YFP signal; Bright, bright field; Merge, merged image of YFP signal with bright field. Scale bars represent 50 μm. **c**, **d** Interactions between RTFL18 and BSK3/BSK6 were detected via semi-in vivo pull-down assay. **e** Interaction between RTFL18 and BSK3/BSK6 were detected via in vitro pull-down assay. **f** Interactions between Flag-RTFL18 and BSK3/6-GFP were detected via coimmunoprecipitation (CoIP) assay in *N. benthamiana* leaf cells. **g** Interactions between Flag-RTFL18 and BSK3/BSK6-GFP were detected via coimmunoprecipitation (CoIP) assay in Arabidopsis. **h** The BSK3/RTFL18 complex was predicted with AlphaFold-Multimer. The N-terminal domain (NTD) and C-terminal domain (CTD) of BSK3 are green yellow and cyan, respectively. RTFL18 is green. **i** The hydrophobic interactions between BSK3 and RTFL18. **j** Hydrogen bond interactions between BSK3 and RTFL18. **k** The hydrogen bond and electrostatic interactions between BSK3 and RTFL18. **l** Interactions between different forms of RTFL18 and BSK3 were detected via in vitro pull-down assays. 6His-RTFL18 WT (wild type), M1 (I39A, M43A, L47A), M2 (I40A, H50A, D51A), and GST-BSK3 were expressed in and purified from *E. coli*. Anti-GST antibodies were used to pull down GST-BSK3. Both the immunoprecipitated fractions and inputs were analyzed by immunoblotting with an anti-His and anti-GST antibodies, respectively. **m** Interactions between different forms of BSK3 and RTFL18 were detected via in vitro pull-down assays. GST-BSK3 WT (wild type), M1 (E368A, K385A, R393A), M2 (W374A, M378A, L382A), M3 (E368A, K385A, R393A, T374A, M378A, L382A) and His-RTFL18 were expressed in and purified from *E. coli*. Anti-His antibodies were used to pull down His-RTFL18. In **b**–**g** and **l**, **m**, each experiment was repeated three times with similar results. Source data are provided as a Source Data file.

To gain further information about the interaction, we analyzed the structure of the RTFL18-BSK3/6 complex by AlphaFold-Multimer. As suggested by the model (Fig. 4h), BSK3 can be divided into two domains: the N-terminal domain (NTD) and the C-terminal domain (CTD). RTFL18 forms one long helix, and its C-terminal residues can form various types of interactions with the BSK3 CTD, including hydrophobic interactions between the side chains of I36, I39, M43, L46, and L47 of RTFL18 and F371, W374, M378, and L382 of BSK3 (Fig. 4i) and hydrogen bond (H-bond) interactions between R40 of RTFL18 and N367 and E368 of BSK3 (Fig. 4j). The C-terminal H50 and D51 residues of RTFL18 could form H-bonds and electrostatic interactions with E355 and R393 of BSK3, respectively (Fig. 4k). The complex formation can be further stabilized by the H-bond interactions between the side chain of BSK3 K385 and the main chains of RTFL18 L46 and L47. Similar to BSK3, BSK6 can also interact with RTFL18 (Supplementary Fig. 4d, e). Sequence alignment showed that the main amino acids of BSK3/6 involved in the interaction with RTFL18 are highly conserved (Supplementary Fig. 4f). RTFL21 might also interact with BSK3/6 based on structural superposition (Supplementary Fig. 4g, h). The main amino acids in RTFL18/21 in the interaction with BSKs are also highly conserved in RTFL family members (Supplementary Fig. 4i). To investigate the importance of these sites for their interactions, we expressed and purified recombinant RTFL18 M1 (I39A, M43A, L47A) and RTFL18 M2 (I40A, H50A, D51A), and mutated BSK3 M1 (E368A, K385A, R393A), BSK3 M2 (W374A, M378A, L382A), and BSK3 M3 (E368A, K385A, R393A, T374A, M378A, L382A) from *E. coli*. In pull-down assays, faint bands indicated reduced affinity of RTFL18 M1 and RTFL18 M2 with BSK3 (Fig. 4l). Mutated BSK3 also showed an impact on their binding (Fig. 4m). These results suggeste that BSKs might share similar mechanisms in RTFL recognition and that these RTFL functions are probably redundant through BSKs.

### RTFL18 represses BSK3/6-mediated BR signaling

After confirming the expression of *BSK3/6* in the petiole (Supplementary Fig. 5a, b), we ordered T-DNA insertion mutants *bsk3* (*SALK_096500*) and *bsk6* (*SALK_104506*) (Supplementary Fig. 5c), and generated *BSK3* and *BSK6* overexpression lines (*35* *S::BSK3-Flag* and *35* *S::BSK6-Flag*) to investigate whether BSK3 and BSK6 participated in the shade avoidance response. The *bsk3* and *bsk6* mutants showed reduced cotyledon petiole and the first and second leaf petiole lengths, while the *BSK3* and *BSK6* overexpression lines displayed an opposite phenotype compared with the loss-of-function mutants under low R:FR conditions, suggesting that BSK3 and BSK6 positively regulate low R:FR-induced cotyledon petiole and  the first and second leaf petiole elongation (Fig. 5a–c, Supplementary Fig. 5d). To further test whether RTFL18 genetically interacts with BSKs, we generated dvl1-1D*BSK3ox and dvl1-1D*BSK6ox lines, and these lines displayed longer cotyledon petiole and the first and second leaf petiole lengths than *dvl1-1D* (Fig. 5d–f and Supplementary Fig. 5e), indicating that RTFL18 negatively regulates the function of BSKs.

**Fig. 5:**
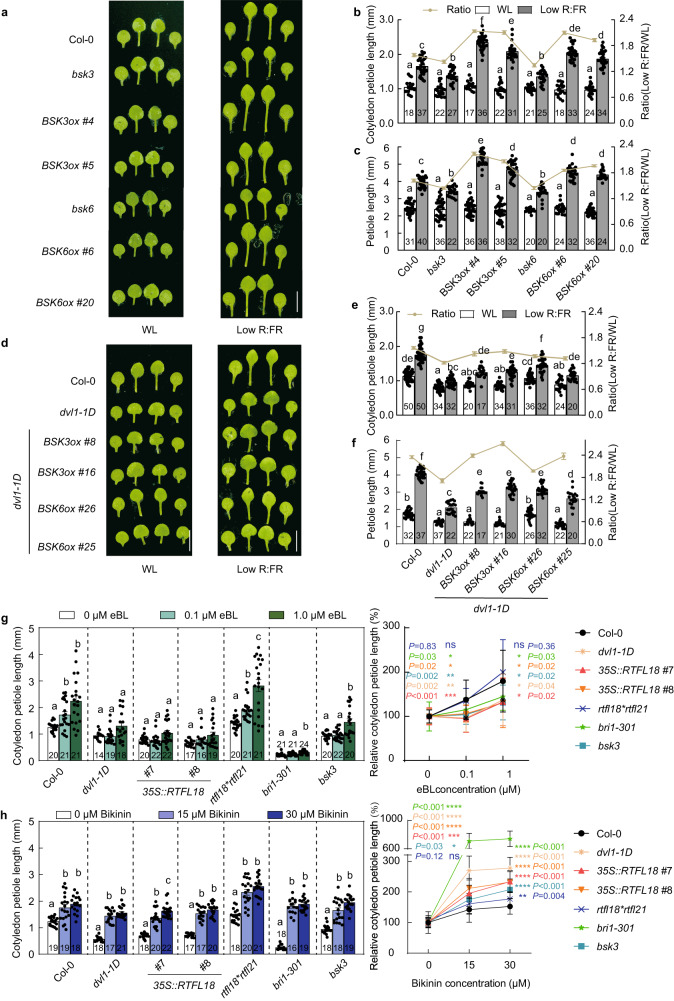
RTFL18 represses BSK3/6-mediated BR signaling. **a** Pictures of Col-0, *bsk3*, *bsk6*, *35* *S::BSK3ox-Flag* (#*4*, *#5*) (*BSK3ox #4, #5*), and *35* *S*::*BSK6ox-Flag* (*#6, #20*) (*BSK6ox #6, #20*) seedlings grown under white light (WL) and low R:FR conditions. **b** The petiole lengths of the cotyledons in Col-0, *bsk3*, *bsk6*, *BSK3ox* (*#4*, *#5*), and *BSK6ox* (*#6*, *#20*) lines. **c** The petiole lengths of the first and second leaves in the Col-0, *bsk3*, *bsk6*, *BSK3ox* (*#4, #5*), and *BSK6ox* (*#6*, *#20*) lines. **d** Pictures of Col-0, *dvl1-1D*, dvl1-1D*35 *S::BSK3ox-Flag* (*#8*, *#16*) (dvl1-1D*BSK3ox #8, *#16*) and dvl1-1D*35 *S::BSK6ox-Flag* (*#26*, *#25*) (dvl1-1D*BSK6ox #26, *#25*) seedlings grown under WL and low R:FR conditions. **e** The petiole lengths of the cotyledons in the Col-0, *dvl1-1D*, dvl1-1D*BSK3ox (*#8*, *#16*), and dvl1-1D*BSK6ox (*#26*, *#25*) seedlings. **f** The petiole lengths of the first and second leaves in the Col-0, *dvl1-1D*, dvl1-1D*BSK3ox (*#8*, *#16*), and dvl1-1D*BSK6ox (*#26*, *#25*) seedlings. **g**, **h** The petiole lengths of the cotyledons in the Col-0, *dvl1-1D*, *35* *S::RTFL18* (*#7*, *#8*), rtfl18*rtfl21, *bri1-301*, and *bsk3* lines treated with 0, 0.1, or 1.0 μM eBL (**g**) or 0, 15, or 30 μM bikinin (**h**). The left panel represents the lengths and the right panel represents the response to eBL (**g**) or bikinin (**h**). In the right panel, the cotyledon petiole lengths in seedlings treated with 0 μM eBL (**g**) or 0 μM bikinin (**h**) were standardized to be “100%”. The asterisks indicate significant differences to Col-0 (Student’s two-sided *t* test, *P < 0.05, **P < 0.01, ***P < 0.001, ns indicates no significance). The numbers in the bar charts represent *n* of each sample. Data are presented as mean values +/− SEM. Letters in **b**, **c**, **e**–**h** indicate significant differences between mean values (two-way ANOVA: Tukey’s multiple comparisons test, *P* < 0.01), and groups with the same letters are not significantly different. Scale bars represent 5 mm. Source data are provided as a Source Data file.

We found that overexpression of *RTFL18* did not affect the expression levels of *BSKs* (Supplementary Fig. 5f) and did not cause a negative effect on the protein level of BSK3/6 (Supplementary Fig. 5g, h). Given that intact BR signaling pathways are necessary for SAS, we examined the sensitivity of *dvl1-1D*, *35* *S:RTFL18* and rtfl18*rtfl21 to treatment with eBL and bikinin (a chemical inhibitor of GSK3-like kinases)^33^. Compared with the Col-0 line, lines overexpressing *RTFL18* were hyposensitive to eBL-induced cotyledon petiole elongation, similar to the responses of *bsk3* and *bri1-301* (a mutant of BRI1), but rtfl18*rtfl21 lines did not display a significantly enhanced response (Fig. 5g). Moreover, bikinin-induced cotyledon petiole elongation was enhanced in the *RTFL18ox*, *bsk3*, and *bri1-301* lines (Fig. 5h). These results indicate that RTFL18 negatively regulates BR signaling.

### RTFL18 antagonizes the stabilization of PIF4 under low R:FR conditions

PIF4 has been reported to be a target of BIN2, a GSK3-like kinase that functions as a core regulator in BR signaling, thereby facilitating the phosphorylation and degradation of PIF4^16^. Since RTFL18 negatively regulated BR signaling, we wondered whether the protein stability of PIF4 is also regulated by RTFL18. Using an endogenous antibody against PIF4, we found that the protein level of PIF4 was decreased significantly in *dvl1-1D* lines but increased in the rtfl18*rtfl21 double-mutant line after low R:FR treatment (Fig. 6a and Supplementary Fig. 6a). In addition, the level of PIF4 protein was lower in the *bsk*3 and *bsk6* mutants and higher in the *BSK3*- and *BSK6*-overexpressing lines (Fig. 6b, c and Supplementary Fig. 6b, c). Moreover, *BSK3/6* overexpression rescued the PIF4 protein level in the *dvl1-1D* background in response to low R:FR treatment (Fig. 6d, e and Supplementary Fig. 6d, e), suggesting that RTFL18 affected the protein level of PIF4 through BSK3/6 action. Continued overexpression of *PIF4* re-established the petiole and hypocotyl phenotype of the *dvl1-1D* line under white light and low R:FR light (Fig. 6f–h, Supplementary Fig. 6f). These results suggest that RTFL18 interacts with BSK3/6 to negatively regulate the protein level of PIF4 and mediates low R:FR-induced petiole elongation.

**Fig. 6:**
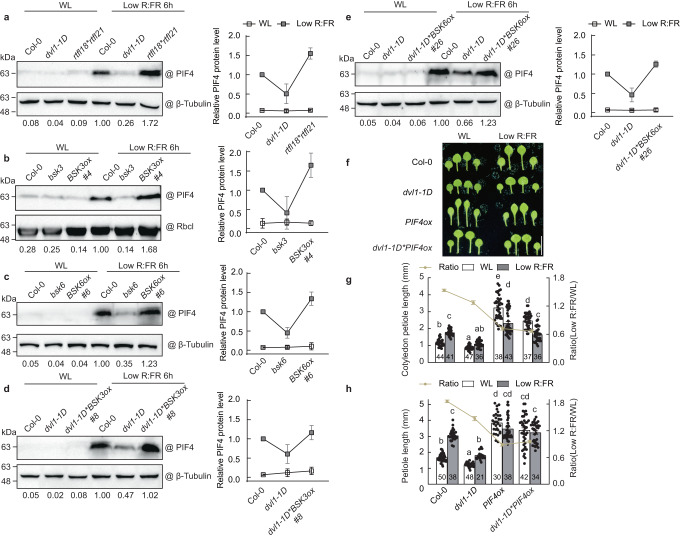
RTFL18 antagonizes the stabilization of PIF4 under low R:FR conditions. **a** The PIF4 protein levels in Col-0, *dvl1-1D*, and rtfl18*rtfl21 lines grown under white light (WL) and low R:FR conditions. **b**, **c** The PIF4 protein levels in the Col-0, *bsk3*, *BSK3ox #4, bsk6*, and *BSK6ox #6* lines under WL and low R:FR conditions. **d**, **e** The PIF4 protein levels in the Col-0, *dvl1-1D*, dvl1-1D*BSK3ox #8, and dvl1-1D*BSK6ox #26 lines under WL and low R:FR conditions. **f** Pictures of the Col-0, *dvl1-1D*, *PIF4ox*, and dvl1-1D*PIF4ox lines under WL and low R:FR conditions. **g** The petiole lengths of the cotyledons in the Col-0, *dvl1-1D*, *PIF4ox*, and dvl1-1D*PIF4ox lines grown under WL and low R:FR conditions. **h** The petiole lengths of the first and second leaves in the Col-0, *dvl1-1D*, *PIF4ox*, and dvl1-1D*PIF4ox lines grown under WL and low R:FR. In **a**–**e**, the right panels show the quantification analysis of three biological replicates of PIF4 protein levels after normalization to β-tubulin/ Rbcl. Data are presented as mean values +/− SD (*n* = 3, *n* refers to biological replicates). The PIF4 protein levels of Col-0 under low R:FR were set as 1. Whole seedlings were used for experiments. Western blots were probed with an anti-PIF4 antibody. The levels of β-tubulin/ Rbcl indicate the loading concentration. In **g** and **h**, the numbers in the bar charts represent *n* of each sample. Data are presented as mean values +/− SEM. Letters indicate significant differences between mean values (two-way ANOVA: Tukey’s multiple comparisons test, *P* < 0.01), and groups with the same letters are not significantly different. Scale bars represent 5 mm. Source data are provided as a Source Data file.

### RTFL18-BSK3/6-PIF4 regulates the expression of low R:FR responsive genes

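The RNA-seq libraries were made from poly(A) RNA of whole seedlings of 4 genotypes: Col-0, the RTFL18-overexpressing line dvl1-1D, bsk36 (mutated in BSK3 and BSK6) and pif47 (mutated in PIF4 and PIF7). Seedlings grown for 6 days in white light (WL) were kept in WL or were moved to low R:FR for 6 h, and 3 replicates were sequenced for each of the 8 groups, which gave 24 libraries. The values analysed were the authors' deposited FPKM (fragment counts scaled by transcript length and library size). The aligner, the counting method and the genome build are not named in the paper's text. The FPKM of a library summed to between 758368 and 801109, with a median of 780293. FPKM do not give the number of reads, so the absolute depth is unknown, and no counting error was computed. The steps between low values of 118 genes gave a relative depth of 0.820 to 1.22 across the libraries, with group medians from 0.965 (pif47 in WL) to 1.18 (bsk36 in low R:FR). With these steps, 95.9% of 822 low values lay within 0.2 of a whole number of reads, against 40% for evenly spread values. These values include those from which the steps were fitted, so the share is in part fixed by the fit and does not test the relative depth. Genes with a mean FPKM of at least 0.5 were tested, which left 20682 genes. The test was limma's moderated test with a mean-variance trend on log2(FPKM + 0.1), with all 24 libraries in 1 model of 8 groups, so that all groups shared 1 estimate of the spread. Every fold change here is on the log2(FPKM + 0.1) scale, a difference of mean log2 values, which for genes with low values can lie below or above the log2 ratio of the mean FPKM.

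The genes altered in the mutants were examined first. RTFL18 (AT5G16023) had 554.2 ± 55.2 FPKM (SD, n = 3) in dvl1-1D in WL and 0.46, 0.7 and 0 in the 3 Col-0 libraries in WL, a log2 fold change of 10.60 (standard error 0.53, limma adjusted p = 5.98e-11). BSK3 (AT4G00710) had 22.8 ± 0.806 FPKM (SD, n = 3) in Col-0 in WL and 0, 0.03 and 0.03 in the bsk36 libraries in WL. BSK6 (AT3G54030) fell from 9.76 ± 0.298 FPKM in Col-0 to 0.42 ± 0.138 in bsk36 (SD, n = 3 each), a log2 fold change of -4.28. In pif47 in WL, the log2 fold change against Col-0 was -3.64 (standard error 0.227) for PIF7 (AT5G61270) and -1.73 (standard error 0.139) for PIF4 (AT2G43010). PIF4 retained 2.09 ± 0.393 FPKM in pif47 against 7.12 ± 0.398 in Col-0 (SD, n = 3 each). In the fits that left out 1 library at a time, each of these 5 differences kept its direction, with a largest limma adjusted p of 2.3e-06.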

To investigate the roles of RTFL18 and BSK3/6 in low R:FR-responsive transcription, we performed RNA-seq analysis in *dvl1-1D* and *bsk3bsk6* (*bsk36*) mutants and compared them with *pif4pif7 (pif47*). 

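Genes were called low R:FR responsive at the paper's thresholds, an absolute log2 fold change of at least 1 and P of at most 0.01, in the limma contrast of Col-0 in low R:FR against Col-0 in WL. The P was left unadjusted here, because the paper does not say whether its P was adjusted. In Col-0, 719 genes were called, of which 447 were induced and 272 were repressed. Of the genes in Supplementary Data 1, 695 were among those tested here, and 618 of them were called in the same contrast. With a Benjamini-Hochberg adjusted p under 0.05 in place of the unadjusted P, 761 genes were called. The alternative that moved the count most was a filter at a mean FPKM of 5, which left 374 called genes among 14125 tested. Without 1 Col-0 library at a time, the count ranged from 625 to 825.

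PIL1 (AT2G46970) and CYP96A5 (AT2G21910), which encodes a cytochrome P450, were among the 3 genes with the largest rise. PIL1 rose from 0.500 ± 0.140 FPKM in WL to 28.2 ± 0.426 in low R:FR (SD, n = 3 each), a log2 fold change of 5.59 (standard error 0.156, limma adjusted p = 3.14e-15). CYP96A5 was listed at 0.04, 0.05 and 0 FPKM in the WL libraries and had 7.25 ± 1.28 FPKM in low R:FR (SD, n = 3). The gene with the largest fitted rise, AT5G23411, was listed at 0, 0 and 12.73 FPKM in WL and at 27.05, 55.02 and 43.99 FPKM in low R:FR. Its limma adjusted p was 0.0136 in the model of 24 libraries and 0.051 with the Col-0 libraries alone. Among the 3 genes with the largest fall, PCC1 (AT3G22231) had a log2 fold change of -4.54 (standard error 0.719, limma adjusted p = 5.22e-05). That of AT1G31690 was -4.03 (standard error 0.338, limma adjusted p = 1.8e-08). In low R:FR, PCC1 was listed at 0.11, 0 and 0.34 FPKM and AT1G31690 at 0.09, 0.05 and 0.17. These values lie near the pseudocount of 0.1, so the size of both falls depends on it. AT2G08330, annotated as an antisense RNA, was listed at 35.78, 20.39 and 16.86 FPKM in WL and at 0 in each low R:FR library. No fold is given for it, and its value is uncertain because the counting is not stated to use the strand.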

After 6 h of low R:FR stimuli, 743 low R:FR responsive genes were identified in Col-0 seedlings (fold change >2 and *P* < 0.01, Supplementary Data 1). Through Gene Ontology (GO) analysis of these genes, “Response to auxin”, “Regulation of growth”, “Shade avoidance”, and “Brassinosteroid homeostasis” terms were enriched (Supplementary Fig. 7a and Supplementary Data 2). 

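GO annotation was not used here. In its place, 4 lists of genes were tested, and the share of each list that was low R:FR responsive in Col-0 was compared with the share of all tested genes, 3.48%, by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 4 lists. Of 62 genes of the auxin-responsive IAA, SAUR and GH3 families, 24 were induced and 0 were repressed (odds ratio 18.1, adjusted p = 7.44e-19). Reads of the near-identical genes SAUR19 to SAUR24 could have been split between them, so the values of these genes are uncertain. Of 19 shade marker genes such as PIL1 and HFR1, 15 were induced (odds ratio 106.3, adjusted p = 7.73e-19). Of 12 genes of brassinosteroid synthesis and inactivation, 2 were induced, BAS1 and CPD, which did not pass the threshold (odds ratio 5.57, adjusted p = 0.0633). With a larger pseudocount the same test passed, with an adjusted p of 0.0406 at 0.5 and 0.0265 at 1. Of 9 type-A response regulators of cytokinin signaling, ARR4, ARR7, ARR15 and ARR16 were repressed (odds ratio 22.3, adjusted p = 0.000212). The lists were drawn from known genes and overlap the GO terms only in part. As markers, the shade genes stand for a response that was already known, so their test checks the treatment alone. IAA19 and IAA29 are in both the auxin-responsive and the shade marker list, so these tests share genes.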

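Among the 447 induced genes, the median log2 fold change was 1.36 ± 0.0807 (SD over n = 3 low R:FR libraries) in Col-0, 0.92 ± 0.0585 in dvl1-1D, 0.92 ± 0.113 in bsk36 and 0.54 ± 0.0675 in pif47. Among the 272 repressed genes it was -1.37 ± 0.254 in Col-0, -0.60 ± 0.0659 in dvl1-1D, -0.79 ± 0.207 in bsk36 and -0.57 ± 0.0966 in pif47.

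Because genes are not replicates, a response score was computed for each library, the mean log2 value of the induced genes minus that of the repressed genes. The score of Col-0 rose from -1.32 ± 0.180 in WL to 1.98 ± 0.341 in low R:FR (SD, n = 3 each), a response of 3.29. The response was 1.74 in dvl1-1D, 2.00 in bsk36 and 1.27 in pif47, which corresponds to 52.7%, 60.7% and 38.5% of that in Col-0. The genotype labels were permuted within each light condition in a two-sided exact test with 400 assignments, in which the smallest possible p is 0.005. The exact p was 0.005 for dvl1-1D, 0.01 for bsk36 and 0.01 for pif47, and each was 0.01 after Benjamini-Hochberg adjustment over the 3 mutants. In WL, each library of dvl1-1D and bsk36 had a higher score than each Col-0 library, with means of -0.54 ± 0.0820 and -0.55 ± 0.0697 (SD, n = 3 each). The scores of pif47 in WL overlapped those of Col-0. In low R:FR, each library of dvl1-1D and pif47 scored below each Col-0 library, and bsk36 overlapped Col-0. The genes were called on the Col-0 libraries, so the response of Col-0 over them is overstated. In 200 simulated data sets in which all genotypes shared 1 response, the median fold change of the called genes was, on average, 87.3% to 91.9% of that in Col-0 by mutant and kind of simulation.

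**Figure D1:**
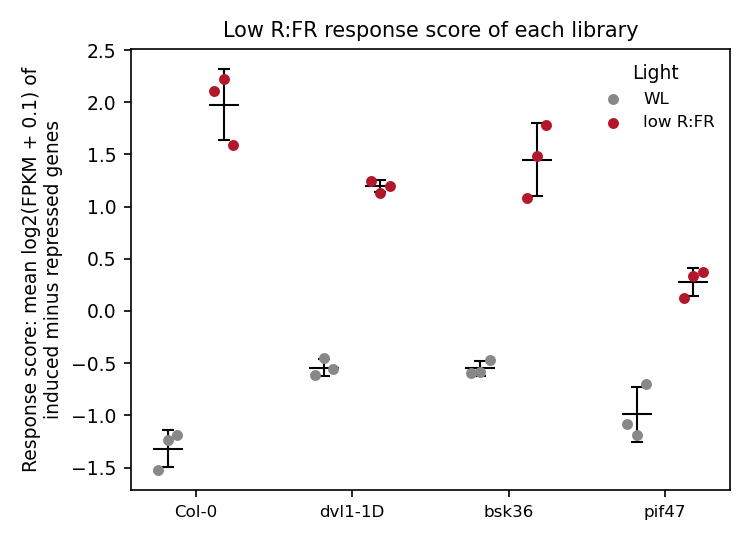
Response score of each library, the mean log2(FPKM + 0.1) of the 447 induced genes minus that of the 272 repressed genes, by genotype, in WL (grey) and low R:FR (red). Points are libraries, and bars are the mean ± SD (n = 3). The 3 Col-0 libraries in low R:FR lie between 1.59 and 2.23, and those of pif47 lie between 0.13 and 0.37.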

The effects of low R:FR on these genes were compromised in *dvl1-1D*, *bsk36* and *pif47* (Fig. 7a, b). Specifically, 483, 455, and 601 genes showed changed low R:FR effects in *dvl1-1D*, *bsk36* and *pif47*, respectively (Fig. 7c). 

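A low R:FR responsive gene of Col-0 was counted as changed in a mutant when it was not called there in the same direction at the same thresholds. The paper does not state its definition, and this one was chosen after several definitions had been compared with the paper's counts and genes. By this count, 469 genes (65.2% of those called in Col-0) were changed in dvl1-1D, 438 (60.9%) in bsk36 and 593 (82.5%) in pif47. In the mutants themselves, 366 genes were called in dvl1-1D, 413 in bsk36 and 226 in pif47. Of these, 116, 132 and 98 genes were not called in Col-0. Most changed genes moved in the direction of Col-0 with a smaller fold change. The log2 fold change had the same sign as in Col-0 for 404 of the changed genes in dvl1-1D, 396 in bsk36 and 526 in pif47. Their median log2 fold change in the direction of Col-0 was 0.51 in dvl1-1D, 0.57 in bsk36 and 0.48 in pif47, against 1.21, 1.19 and 1.28 for the same genes in Col-0. With a pseudocount of 1, the counts of changed genes were 258, 245 and 355. The filter at a mean FPKM of 5 moved them most, to 220, 219 and 282.

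The change in the low R:FR effect itself was tested as the genotype by light interaction in limma, with a Benjamini-Hochberg adjusted p under 0.05 over all tested genes. It passed for 91 of the changed genes in dvl1-1D, 77 in bsk36 and 189 in pif47. Among all genes called in Col-0 it passed for 97, 87 and 208, and adjusted over the list alone for 238, 186 and 430. The list was chosen on the same Col-0 libraries, so the second set of counts is not independent evidence. Over all tested genes, the interaction passed for 484 genes in dvl1-1D, 627 in bsk36 and 505 in pif47. These counts depended on single libraries. Without replicate 2 of Col-0 in low R:FR, the count was 127 in dvl1-1D and 234 in bsk36, and without replicate 3 of the same group it was 1056 and 949. The smallest interaction p among called genes was that of LSU3 (AT3G49570) in dvl1-1D, AT1G23205 in bsk36 and ST2A (AT5G07010) in pif47. LSU3 fell in Col-0 (log2 fold change -1.08) and rose in dvl1-1D (0.89), an interaction of 1.97 (standard error 0.269, limma adjusted p = 0.00155). AT1G23205 fell by 1.18 on the log2 scale in Col-0 and changed by 0.08 in bsk36, an interaction of 1.26 (standard error 0.161, limma adjusted p = 0.00101). ST2A, which encodes a sulfotransferase, had 57.0 ± 4.48 FPKM in Col-0 and 2.10 ± 0.107 in pif47 in low R:FR (SD, n = 3 each), an interaction of -4.69 (standard error 0.239, limma adjusted p = 3.62e-10). The next smallest were TCH4 (AT5G57560) in dvl1-1D, AT2G32150 in bsk36 and AT5G02540 in pif47, with interactions of -1.51, -1.18 and -3.28.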

Hereinafter, these genes are called RTFL18-regulated, BSK3/6-regulated and PIF4/7-regulated low R:FR-responsive genes, respectively. 

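Of the low R:FR responsive genes of Col-0, 362 were changed in all 3 mutants, 206 induced and 156 repressed, and 264 of them are in Supplementary Data 3. A further 125 genes were changed in pif47 alone, 66 in dvl1-1D and pif47, 40 in bsk36 and pif47, and 26 in dvl1-1D and bsk36. Changes in dvl1-1D alone (15 genes) or bsk36 alone (10 genes) were fewer, and 75 genes were changed in no mutant. The genes changed in all 3 mutants had smaller effects in Col-0 than the other called genes, with a median absolute log2 fold change of 1.17 against 1.67. Their median log2 fold change in the direction of Col-0 was 0.45 in dvl1-1D, 0.53 in bsk36 and 0.45 in pif47.

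The 3 mutants were compared with the same Col-0 libraries, so that chance values of these libraries place genes in all 3 groups even with no effect of genotype. This share was estimated in simulated data sets in which every genotype had the same response and the residuals of the real libraries were reassigned. The share of Col-0 calls that were changed in all 3 simulated mutants was 15.3 ± 8.41% (SD, n = 50 simulations) and 18.6 ± 5.63% with the response of Col-0, and 21.6 ± 10.0% and 24.1 ± 6.95% with the mean response of the 4 genotypes, the first value of each pair with residuals drawn with replacement and the second with each library used once. The observed share was 50.3%, above each of the 200 simulated shares. The largest simulated share was 44.4%. The losses in single mutants were larger than in most simulations too, and if they were independent, losses of the observed sizes would give a share of 32.8%. The observed share lay 62.4% of the way from there to the largest share possible, 60.9%. In 66 of 200 simulations, each at its own losses, the overlap lay as far. The higher raw share therefore does not exclude the shared Col-0 libraries as a cause of the overlap beyond independence. Of the gene lists, 0 of the called auxin-responsive genes and 1 of the called shade marker genes, HAT2, were among the genes changed in all 3 mutants, against both called brassinosteroid genes and 3 of the called type-A response regulators.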

There were 370 common genes among these gene clusters (Supplementary Data 3), in which “Signal transduction”, “Regulation of growth”, and “Brassinosterioid homeostasis” GO terms were enriched (Fig. 7d and Supplementary Data 4). We also compared the effects of low R:FR effects on BR-responsive genes and low R:FR-regulated genes in *dvl1-1D*, *bsk36* and *pif47* mutants (Supplementary Fig. 7b, c and Supplementary Data 5). As expected, the extent of expression changes caused by low R:FR on these BR-responsive genes significantly decreased in the three mutants (Supplementary Fig. 7d), indicating that RTFL18-BSK3/6-PIF4 interfered with BR signaling under low R:FR. 

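The BR-responsive genes listed in Supplementary Data 5 are all in Supplementary Data 1 as well, and 190 of them were tested. In Col-0, 130 of the tested genes had a median log2 fold change of 1.48 and the other 60 had a median of -1.32. The corresponding medians were 1.17 and -0.71 in dvl1-1D, 1.17 and -0.91 in bsk36, and 0.62 and -0.59 in pif47. The response score over these genes rose by 3.23 in Col-0. The response was smaller by 1.14 in dvl1-1D, by 0.92 in bsk36 and by 1.94 in pif47, that is 64.8%, 71.4% and 40.0% of that in Col-0. In the exact permutation of the genotype labels, p was 0.005 for dvl1-1D, 0.025 for bsk36 and 0.065 for pif47 (0.015, 0.0375 and 0.065 after Benjamini-Hochberg adjustment over the 3 mutants). The score difference of pif47, the largest of the 3, did not pass 0.05. In low R:FR, its libraries scored from -0.05 to 0.30 and those of Col-0 from 1.67 to 2.39, while the WL scores overlapped. For a difference in 1 light condition alone, 40 of the 400 assignments keep the grouping of these libraries, so that this p depends on the order of the WL libraries and not on the size of the difference. Its p was 0.045 without replicate 3 of Col-0 in WL and 0.035 without replicate 2 of pif47 in WL. The p of bsk36 was 0.05 without replicate 1 of bsk36 in low R:FR.

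The BR-responsive genes were taken by the paper from its low R:FR responsive genes of Col-0. The test was repeated over the members also called in the same direction in both of the other mutants, which are still chosen in part on Col-0. The difference from Col-0 was -0.74 in dvl1-1D (25 induced and 9 repressed genes, exact p = 0.095). It was -0.59 in bsk36 (27 and 8 genes, exact p = 0.285) and -2.37 in pif47 (66 and 15 genes, exact p = 0.1). Each pif47 library scored below each Col-0 library in both light conditions. All 40 of the 400 assignments that keep the low R:FR grouping then give as large a difference. The p of pif47 therefore does not depend on the size of the difference and does not decide.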

The expression levels of *HAT2*, *BAS1*, and *PAR1* were verified by RT‒qPCR analysis (Fig. 7e). 

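RT-qPCR values were not analysed here, and the following values are from the RNA-seq libraries. HAT2 (AT5G47370) rose from 15.8 ± 1.49 to 32.9 ± 2.32 FPKM (SD, n = 3 each) between WL and low R:FR in Col-0, a log2 fold change of 1.05 (standard error 0.0743, limma adjusted p = 1.88e-09). In pif47 it had 14.7 ± 0.376 FPKM in WL and 15.0 ± 0.238 in low R:FR, and the interaction with Col-0 was -1.02 (limma adjusted p = 8.08e-06). In dvl1-1D it rose to 28.0 ± 1.61 FPKM with a log2 fold change of 0.98, and in bsk36 to 32.3 ± 2.11 FPKM with 0.86. The interaction did not pass in dvl1-1D (-0.07, limma adjusted p = 0.785) or in bsk36 (-0.19, limma adjusted p = 0.324). HAT2 was counted as changed in both because its fold change lay under the threshold of the call. In dvl1-1D this rested on single libraries, since the log2 fold change was above 1 without replicate 2 or 3 in WL or replicate 3 in low R:FR, with a highest value of 1.03.

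BAS1 (AT2G26710), which the deposited values list as CYP734A1, rose from 5.04 ± 0.0862 to 11.2 ± 0.509 FPKM (SD, n = 3 each) in Col-0. Its log2 fold change was 1.13 in Col-0 (standard error 0.0844), 0.87 in dvl1-1D, 0.80 in bsk36 and 0.27 in pif47. The interaction was -0.26 in dvl1-1D (limma adjusted p = 0.248), -0.34 in bsk36 (limma adjusted p = 0.126) and -0.87 in pif47 (limma adjusted p = 0.000257).

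PAR1 (AT2G42870) rose from 4.51 ± 0.0985 to 14.9 ± 2.02 FPKM (SD, n = 3 each) in Col-0. In low R:FR it had 13.1 ± 0.244 FPKM in dvl1-1D, 10.9 ± 1.84 in bsk36 and 6.67 ± 0.847 in pif47 (SD, n = 3 each). Its log2 fold change was 1.70 in Col-0 (standard error 0.159), 1.16 in dvl1-1D, 1.11 in bsk36 and 0.58 in pif47, so that it was called in dvl1-1D and bsk36 as well. Without replicate 3 of bsk36 in WL or in low R:FR, its log2 fold change in bsk36 was under 1, with a lowest value of 0.92. The interaction was -0.54 in dvl1-1D (limma adjusted p = 0.207), -0.59 in bsk36 (limma adjusted p = 0.152) and -1.12 in pif47 (limma adjusted p = 0.00806). The remaining rise in pif47 had a limma adjusted p of 0.0325 for BAS1 and 0.0149 for PAR1. These rose to 0.141 and 0.0531 with the pif47 libraries fitted alone, and to at most 0.175 and 0.0983 without 1 pif47 library, in each case replicate 2 in WL.

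**Figure D2:**
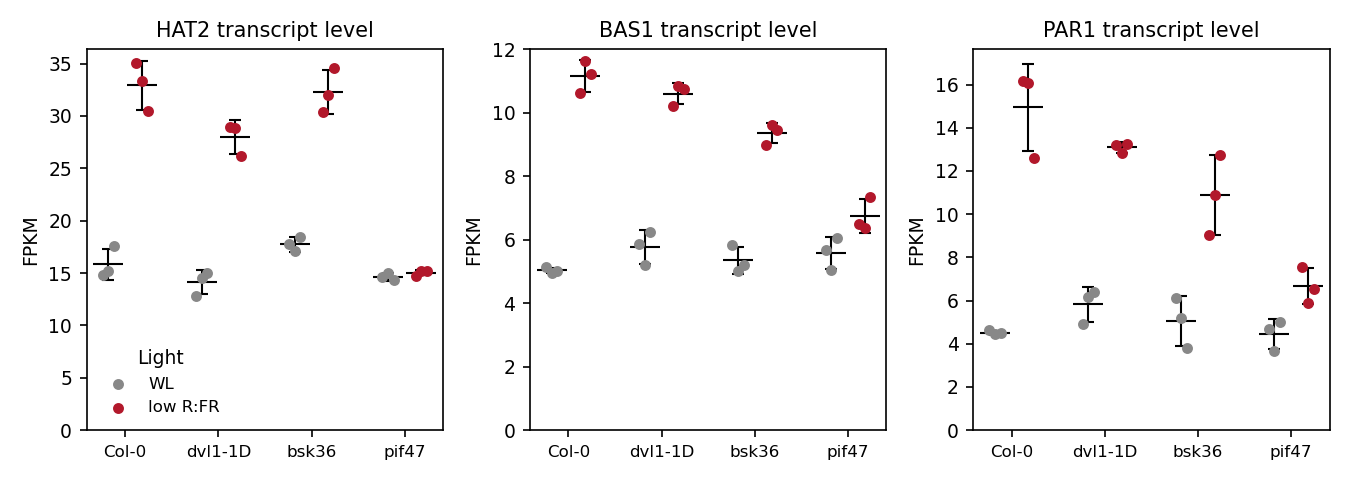
FPKM of HAT2, BAS1 and PAR1 in each library, by genotype, in WL (grey) and low R:FR (red). Points are libraries, and bars are the mean ± SD (n = 3). In pif47, HAT2 had 15.0 FPKM in low R:FR against 14.7 in WL.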

Based on the RNA-seq and RT‒qPCR data, we conclude that RTFL18, BSK3/6 and PIF4/7 can regulate a substantial common subset of low R:FR responsive genes.

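The genotype by light interaction passed in all 3 mutants for 19 of the low R:FR responsive genes of Col-0, and 16 of these were among the genes counted as changed in all 3. Of the genes counted as changed in all 3 mutants, the interaction passed for 67 in dvl1-1D, 65 in bsk36 and 74 in pif47. The reduced response was also measured over genes called in the same direction in both of the other mutants. Their choice used no fold change of Col-0 or of the mutant compared, but all libraries shared the estimate of the spread. Genes that lost their response in all 3 mutants are left out by this choice. A small difference here therefore does not argue against a loss in common. Over 71 induced and 33 repressed genes chosen in bsk36 and pif47, the response score of dvl1-1D differed from that of Col-0 by -0.94 (77.6% of Col-0, exact permutation p = 0.02). Over 67 induced and 31 repressed genes chosen in dvl1-1D and pif47, that of bsk36 differed by -0.73 (81.9% of Col-0, exact permutation p = 0.095). Over 183 induced and 47 repressed genes chosen in dvl1-1D and bsk36, that of pif47 differed by -2.18 (46.2% of Col-0, exact permutation p = 0.085). After Benjamini-Hochberg adjustment over the 3 mutants, the p-values were 0.06, 0.095 and 0.095. The p of bsk36 was 0.035 without replicate 3 of Col-0 in low R:FR and 0.03 without replicate 3 of bsk36 in low R:FR. Over all left-out libraries, the difference of bsk36 ranged from -0.97 to -0.47, with a largest exact permutation p of 0.25. From its RNA-seq and RT-qPCR data, the paper concludes that RTFL18, BSK3/6 and PIF4/7 can regulate a large set of low R:FR responsive genes in common.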

**Fig. 7:**
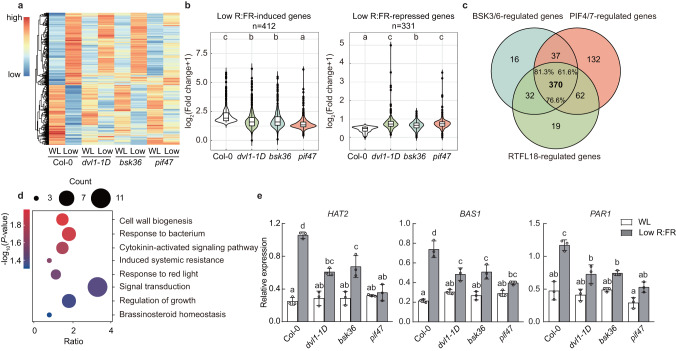
RTFL18-BSK3/6-PIF4 regulates the expression of low R:FR-responsive genes. **a** Heatmap showing the transcript levels of 743 low R:FR-regulated genes in Col-0, *dvl1-1D*, *bsk36*, and *pif47* under white light (WL) and low R:FR (Low) conditions. Red, yellow and blue rows indicate RNA expression at high, medium and low levels, respectively. **b** Boxplot representing the fold changes of low R:FR-regulated genes in Col-0, *dvl1-1D*, *bsk36*, and *pif47,* which was determined by comparing the transcript levels between WL and low R:FR conditions. Boxplots show the median (horizontal line), second to third quartiles (box), and whiskers extend to a maximum of 1.5 × interquartile range beyond the box. **c** Venn diagram representing 370 RTFL18-BSK3/6-PIF4/7 coregulated genes. **d** Gene Ontology (GO) analysis of 370 RTFL18-BSK3/6-PIF4/7 coregulated genes. The size of each point represents the number of genes, and the color represents the *P* value, Fisher’s one-tailed test (*P* < 0.05). **e** The relative expression levels of *HAT2*, *BAS1*, and *PAR1* under WL and low R:FR conditions were measured by RT‒qPCR. The expression levels of genes were normalized against the expression of the reference gene *AT2G39960*. Data are presented as mean values +/− SD (*n* = 3, *n* refers to biological replicates). Letters (**b**, **e**) indicate significant differences between groups (**b** one-way ANOVA: Tukey’s multiple comparisons test, *P* < 0.01; **e** two-way ANOVA: Tukey’s multiple comparisons test, *P* < 0.01), and groups with the same letters are not significantly different. Source data are provided as a Source Data file.

## Discussion

Plants have evolved complex signaling networks to sense environmental changes and adapt to environmental stresses. After exposure to vegetative shade, plants initiate the SAS to overcome shade conditions and prevent exaggerated growth responses. In this study, we found that the transcription of several members of the RTFL/DVL family is induced by low R:FR light and that these peptides were involved in the inhibition of the SAS. RTFL18 interacts with BSK3/BSK6 and represses BR signaling, thereby reducing low R:FR-stabilized PIF4 levels and low R:FR-induced petiole elongation (Supplementary Fig. 7e).

The transcription of at least five members of the RTFL/DVL family can be induced by low R:FR conditions. Overexpression experiments suggested that some members of the RTFL/DVL family function identically^27^. We observed a strong low R:FR-defective phenotype acquired in *dvl1-1D* and *RTFLs-* overexpressing lines, which manifested as reduced cotyledon petiole, first and second leaf petiole and hypocotyl elongation (Fig. 3a–c, Supplemental Fig. 3b–e). However, we are confident only in the results showing longer petioles in the rtfl18*rtfl21 line (Fig. 3e–g). Functional redundancy among family members and tissue-specific expression patterns may explain these findings. *RTFL18* was expressed mainly in leaves and petioles (Fig. 2a, b). *RTFL21* was expressed mainly in leaves, stems, and flowers; *RTFL17* was expressed mainly in leaves; *RTFL19* was expressed mainly in stems; and *RTFL15* was expressed mainly in roots and flowers^27^. These expression patterns suggest that different RTFL/DVL peptides may function in different tissues. Plants carrying high-order mutants with genes expressed in similar patterns might exhibit a more extensively defective SAS. Also, functional interactions of RTFLs with putative interactors, such as BSKs, may not be similar between all tissues. The tissue expression patterns of BSK3 and BSK6 were shown in Supplementary Fig. 5a, b. The tissue specific expression levels of these putative interactors will also inference in vivo interactions. More tissue specific studies are required in future.

Brassinosteroid (BR) biosynthesis and signaling are required for normal SAS function. However, shade alters BR levels in a dynamic fashion^34^. Although an increase in castasterone (CS, precursor of BR) content was detected after exposure to 45 min of shade, changes in the phosphorylation rate of BES1 seemed inconsistent with the CS content^35^. Organ-specific COP1 control of BES1 stability adjusts plant growth patterns under shade conditions^36^. Tissue-specific shade-induced negative regulators of BR signal transduction interfered with downstream signaling and negatively regulated BR levels under shade conditions. In the current study, RTFL18 negatively regulated the BR signaling pathway, as evidenced by its responses to eBL and bikinin treatment (Fig. 5g, h). Low R:FR-induced *RTFL18* expression might contribute to the dynamic changes in BR signaling in specific tissues under low R:FR conditions. It may take a time lag from the induction of RTFL18 to the effect on BR signaling, the changes of PIF4 protein level and then the final phenotypes. The working time of RTFLs-BSKs module could be at the same time with or be later than the activation time of SAS. The existence of time-lag enables plants to have enough time to accurately perceive changes in the environment and then conduct the precise regulations. Plants rely on a variety of long-term (plant hormones) and short-term (peptides and membrane proteins) communication mechanisms to coordinate their growth under low R:FR conditions.

In Arabidopsis, there are 12 BSK proteins that carry putative kinase catalytic domains in the N-terminus and harbor tetratricopeptide repeats (TPRs) in the C-terminus. Several BSKs have been reported to play a partially overlapping role in BR signaling^32^. We analyzed the interactions of RTFL18 with BSK3 and BSK6 and identified *bsk3-* and *bsk6*-induced phenotype changes under low R:FR conditions. BSK3 and BSK6 are positive regulators of low R:FR responses. Previous studies have shown that PIF4, PIF5, and PIF7 redundantly promote the transcription of *BSK5* by binding directly to the G-box of the *BSK5* promoter under shade light, which leads to the activation of BES1^17^. Among these BSKs, only the expression of *BSK5* was induced by shade and by PIFs^17^. RTFL18 did not affect the expression levels of *BSK3/6* (Supplementary Fig. 5f). Low R:FR-induced *RTFL18* expression changed the activity levels of BSKs through direct binding, which might have influenced the interactions between BSKs and their downstream factors in BR signaling to ultimately suppress BR signaling.

The protein stability of PIF4 was influenced by RTFL18 and BSK3/6 (Fig. 6a–c). Among RTFL18 interacting factors identified through an IP-MS analysis, we found MAPKK5 and MAPK3/6 (Supplementary Fig. 4b). Arabidopsis BSK1 directly interacts with the immune receptor FLAGELLIN SENSING2 (FLS2) and further phosphorylates MAPKKK5, thereby activating pattern-triggered immunity (PTI)^37,38^. In addition, the MAPKK10-MAPK6 pathway has been shown to mediate red light-regulated cotyledon opening, which is mediated through phosphorylation of PIF3 in Arabidopsis^39^. Therefore, we speculated that the MAPKKK-MAPKK-MAPK cascade might also act downstream of RTFL18-BSK3/6 and affect the stabilization of PIF4 under shade conditions. The MAPKK5 and MAPK3/6 cascades have been reported to be involved in responses to multiple environmental stimuli. For instance, MPK3/6 are activated by cold^40^, heat^41^, and salt^42^. However, the effects of shade conditions remain to be determined with evidence, including data on the effects of shade light on the activity of MAPKKs and MAPKs and the protein levels of PIF4 in *MAPKK-* and *MAPK-*mutants.

Taken together, our work characterizes the small peptide RTFL18 and reveals BSK3/6 to be RTFL18-interacting factors. Low R:FR-induced RTFL expression represses BR signaling and reduces low R:FR-stabilized PIF4 levels, which results in defective low R:FR-induced petiole elongation. The findings reveal that a negative mechanism mediated by RTFLs occurs to prevent petioles from excessively elongating under low R:FR conditions. Our results highlight a discovered and important function of non-secreted peptides that engage in the crosstalk between BR signaling and SAS components.

## Methods

### Plant materials

The wild-type and all mutants used in this study had an Arabidopsis Columbia-0 (Col-0) ecotype background. The *phyB-9*^*BC*^(with mutation in *PHYB*, but without the mutation in *VEN4*)^43^, *pif7-1*^7^, *pif7-2*^7^, and *pifq*^7^ mutants were described previously. The *rtfl18, rtfl21*, and rtfl18*rtfl21 mutants were generated using CRISPR/Cas9 technology by the Biorun Biological Company. Single guide RNAs of *RTFL18* or *RTFL21* were cloned into pCAMBIA1300-*pYAO*:Cas9 vectors. These plasmid constructs were introduced into *Rhizobium radiobacter GV3101* and transformed by floral infiltration into Arabidopsis wild-type (Col-0) plants. T1 transgenic plants were selected via hygromycin resistance, and their identity was confirmed by DNA sequencing. Homozygous T3 generation seeds were selected for further analysis. The lines with T-DNA insertion of the *bsk3* mutant and *bsk6* mutant were obtained from AraShare (http://www.arashare.cn), and their identities were verified by PCR genotyping.

To obtain transgenic lines overexpressing the *RTFL18* gene, the coding region of the *RTFL18* gene was amplified by PCR and cloned into pCAMBIA1306 harboring a 3 × Flag tag under the control of the Cauliflower mosaic virus (CaMV) 35 S promoter to generate *35* *S::RTFL18-Flag, 35* *S::Flag-RTFL18* and *35* *S::RTFL18*. To obtain transgenic lines overexpressing the *BSK3* and *BSK6* genes, the coding regions of the *BSK3* and *BSK6* genes were amplified by PCR and cloned into pCAMBIA1306 harboring a 3 × Flag tag under the control of the CaMV 35 S promoter to generate *35* *S::BSK3-Flag and 35* *S::BSK6-Flag*, respectively. To obtain Flag-RTFL18*BSK3-GFP and Flag-RTFL18*BSK6-GFP lines, the coding regions of the *BSK3* and *BSK6* genes were amplified by PCR and cloned into pCAMBIA2302 to generate *35 S::BSK3-GFP* and *35 S::BSK6-GFP*, respectively. The resulting plasmids were introduced into *Rhizobium radiobacter GV3101* and transformed by floral infiltration into wild-type (Col-0) or *35 S:: Flag-RTFL18* plants. Transgenic plants were screened on half-strength Murashige and Skoog (1/2 MS) nutrient medium containing the appropriate antibiotics, and their identities were confirmed by immunoblot analysis. *35* *S::PIF7-Flash* and *35* *S::PIF4-Flash* were described previously^7,44^. The lines with dual overexpression to generate dvl1-1D*35 *S::BSK3-Flag*, dvl1-1D*35 *S::BSK6-Flag* and dvl1-1D*35 *S::PIF4-Flash* were prepared by genetic crossing and identified by PCR genotyping, RT‒qPCR and western blotting.

### Growth conditions and phenotype analysis

For a phenotype analysis of petiole lengths of the cotyledons and the first and second leaves, seeds were sown on 1/2 Murashige and Skoog (MS) medium (2.3 g/L MS, 1.2% Agar). After stratification for 3 days, the seedlings were transferred into a growth chamber (JIUPO, BPC500-2H) with white light (LED light, JIUPO, JIUPO-5050TLED-300-S, R: ~20 μmol m^−2^ s^−1^, B: ~20 μmol m^−2^ s^−1^, FR: ~5 μmol m^−2^ s^−1^), 22 °C. For low R:FR treatment, seedlings grown for three days in white light were placed either under white light (R: ~20 μmol m^−2^ s^−1^, B: ~20 μmol m^−2^ s^−1^, FR: ~5 μmol m^−2^ s^−1^) or transferred to low R:FR (LED light, JIUPO, JIUPO-5050TLED-300-S, R: ~20 μmol m^−2^ s^−1^, B: ~20 μmol m^−2^ s^−1^, FR: ~60 μmol m^−2^ s^−1^) for 8 days. The cotyledon and the first and second leaf petiole lengths were measured and analyzed.

For a phenotype analysis of hypocotyl length, seeds were sown on 1/2 Murashige and Skoog (MS) medium (2.3 g/L MS, 1% Agar). After stratification for 3 days, the seedlings were transferred into a growth chamber (JIUPO, BPC500-2H) with white light (LED light, JIUPO, JIUPO-5050TLED-300-S, R: ~20 μmol m^−2^ s^−1^, B: ~20 μmol m^−2^ s^−1^, FR: ~5 μmol m^−2^ s^−1^), 22 °C. For low R:FR treatment, seedlings grown for three days in white light were placed either under white light (R: ~20 μmol m^−2^ s^−1^, B: ~20 μmol m^−2^ s^−1^, FR: ~5 μmol m^−2^ s^−1^) or transferred to low R:FR (R: ~20 μmol m^−2^ s^−1^, B: ~20 μmol m^−2^ s^−1^, FR: ~60 μmol m^−2^ s^−1^) for 4 days. The hypocotyl lengths were measured and analyzed.

### Subcellular localization analysis

For subcellular localization analysis with *Nicotiana benthamiana, 35* *S::GFP-RTFL18 and 35* *S::GFP* plasmids were transferred into *Rhizobium radiobacter GV3101* and infiltrated into tobacco leaves using a needleless syringe. After infiltration, plants were grown in the dark for 24 h and then with a 16 h light/8 h dark photoperiod for 48–60 h. YFP fluorescence was imaged under a confocal laser scanning microscope (OLYMPUS FV3000).

### Chromatin immunoprecipitation (ChIP) assay

In Fig. 1h, seedlings of *PIF7ox* (*35* *S::PIF7-Flash*(9 × Myc-6 × His-3 × Flag)*)* and *PIF4ox* (*35* *S::PIF4-Flash*(9 × Myc-6 × His-3 × Flag)*)* were grown under continuous white light (R ~ 20 μmol·m^−2^·s^−1^, B ~ 20 μmol·m^−2^·s^−1^, FR ~ 5 μmol·m^−2^·s^−1^) for 10 days and treated with low R:FR or continued to be grown in white light for 1 h. Whole seedlings were harvested and crosslinked in a prechilled crosslinking buffer (10 mM Tris-HCl, 0.4 M sucrose, 1 mM EDTA, 0.2 × protease inhibitor cocktail, 1 mM PMSF, and 1% formaldehyde pH 8.0) for 15 min in a vacuum. Glycine (125 mM) was used to quench the crosslinking performed in a vacuum after 7 min of reaction and then seedlings were washed four times in double-distilled water. The seedlings were frozen and ground into powder with liquid nitrogen for chromatin extraction. More than 1.0 g seedlings were ground and nucleus were extracted using lysis buffer [50 mM HEPES pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 5 mM β-mercaptoethano, 10% glycerol, and protease inhibitor cocktail (Roche, 4693132001)]. A Bioruptor was used at high power in 30-s on/30-s off cycles to achieve an average chromatin size of approximately 300 bp using lysis buffer with 0.5% SDS. The fragmented chromatin was incubated with an anti-Myc antibody (GNI, GNI4410-MC) or anti-Flag antibody (GNI, GNI4410-FG) overnight at 4 °C. rProtein A beads (Smart-lifesciences, SA012025) were then incubated with the mixture for approximately 1 h at 4 °C. The complex was eluted with elution buffer (1% SDS, 0.1 M NaHCO3) after gradual washes successively by low salt wash buffer [20 mM Tris-HCl (pH 8.0), 2 mM EDTA, 150 mM NaCl, 0.1%SDS, 1% Triton X-100], high salt wash buffer [20 mM Tris-HCl (pH 8.0), 2 mM EDTA, 500 mM NaCl, 0.1%SDS, 1% Triton X-100], LiCl wash buffer [10 mM Tris-HCl (pH 8.0), 1 mM EDTA, 1% sodium deoxycholate, 250 mM LiCl, 1% NP-40] and TE buffer [10 mM Tris-HCl (pH 8.0), 1 mM EDTA]. The sample with 5 M NaCl treated overnight at 65 °C. Subsequently, DNA purification is performed. The IP efficiency was determined as [2ˆ(Ct_input_ average − Ct_sample_)]/(5 × 100).

### Immunofluorescence

In Fig. 2e and Supplementary Fig. 2c, six-day-old *35* *S::Flag-RTFL18* seedlings grown in WL were fixed in FAA solution (Gefanbio, M072). Seedlings were washed by 1 × PBS. Add enzymatic solution (10 mg/ml cellulase R-10, 2.5 mg/ml Macerozyme R-10, 0.4 M Mannitol, 20 mM MES pH = 5.7, 20 mM KCl, 10 mM CaCl_2_) and shake for 2 h. Seedlings were washed by 1 × PBS. Seedlings were treated for 1 h in a 5% BAS solution containing 50 mM glycine. Flag-RTFL18 was detected via anti-Flag (GNI, GNI4110-FG) antibody as a primary antibody and Alexa Fluor 488-labeled Goat Anti-Mouse IgG antibodies as a secondary antibody (Beyotime, A0428). Fluorescence was imaged under a confocal laser scanning microscope (OLYMPUS FV3000).

### Luciferase complementation imaging (LCI) assay

The coding sequences of the *RTFL18*, *RTFL21*, *BSK3*, and *BSK6* genes were cloned into the N-terminal half (NLUC) or C-terminal half (CLUC) of the LCI vector to obtain cLuc-RTFL18, cLuc-RTFL21, BSK3-nLuc and BSK6-nLuc. The resulting plasmids were transferred into *Rhizobium radiobacter GV3101* and infiltrated into young but fully expanded leaves of 7-week-old tobacco (*Nicotiana benthamiana*) leaves using a needleless syringe. After infiltration, the plants were grown in the dark for 24 h and with a 16 h light/8 h dark photoperiod for 48–60 h. Luc activity was observed with a CCD imaging apparatus.

### Bimolecular fluorescent complementation (BiFC) assay

Yellow fluorescent protein (YFP) was used in the BiFC assays. The coding regions in the *RTFL18*, *BSK3*, and *BSK6* genes were cloned into the pXY106, pXY104, and pXY104 binary vectors to generate nYFP-RTFL18, BSK3-cYFP and BSK6-cYFP, respectively. The resulting plasmids were transferred into *Rhizobium radiobacter GV3101* and infiltrated into tobacco leaves with buffer (10 mM MES, 1 mM AS, 10 mM MgCl_2_) using a needleless syringe. After infiltration, plants were grown in the dark for 24 h and then with a 16 h light/8 h dark photoperiod for 48–60 h. YFP fluorescence was imaged under a confocal laser scanning microscope (OLYMPUS FV3000).

### Semi-in vivo pull-down assay

The full-length CDSs of RTFL18 were cloned into pGEX4T-1. The recombinant plasmids were transformed into *E. coli* strain Rosetta (DE3), and the proteins were induced by incubation in 200 ml of LB medium containing 0.5 mM isopropyl-β-D-thiogalactopyranoside (IPTG) at 16 °C for 16 h. The cells were harvested by centrifugation at 4000 × *g* and resuspended in 1X PBS. Then the GST and GST-RTFL18 were purified. *35* *S::BSK3-Flag* and *35* *S::BSK6-Flag* were transiently expressed in tobacco (*N. benthamiana*) leaves to obtain BSK3/BSK6-Flag. Tobacco leaves were ground into a powder with liquid nitrogen, and proteins were extracted with extraction buffer [100 mM Tris-HCl (pH 7.5), 300 mM NaCl, 2 mM EDTA, 0.1% Triton X-100, 10% glycerol, and 1 × protease inhibitor cocktail (Roche, 4693132001)]. The supernatant obtained after centrifugation at 15,700 g (4 °C) mixed with purified GST or GST-RTFL18 and incubated with prewashed glutathione-agarose beads (Smart-lifesciences, M00201) while rotating at 4 °C for 2 h. The beads were collected and washed six times with buffer (1 × PBS containing 1 × protease inhibitor cocktail and 1 mM DTT) and resuspended in protein-loading buffer. The immunoprecipitates and inputs were separated on SDS-PAGE gels and immunoblotted with anti-GST antibody (Abmart, M20007) or anti-Flag antibody (GNI, GNI4110-FG).

### In vitro pull-down assay

The full-length coding regions of *RTFL18*, *BSK3*, and *BSK6* were cloned into a pET-SUMO vector and pGEX4-T-1 vector. The mutant forms of *RTFL18* and *BSK3* were cloned into pET-SUMO vector and pGEX4-T-1 vector. The constructs were transformed into *E. coli* BL21 (DB3) to produce Sumo-His-RTFL18, His-RTFL18 (WT, M1, M2), GST-BSK3 (WT, M1, M2, M3), GST-BSK6, and GST protein.

In Fig. 4e, Sumo-His-RTFL18 was incubated with a Ni-NTA 6FF (Smart-lifesciences, SA005025) beads at 4 °C for 2 h in 1 × PBS containing 1 × protease inhibitor cocktail and 1 mM DTT. The beads were collected and washed three times with incubation buffer on ice. Then, GST and GST-BSK3/BSK6 were incubated with the Ni beads at 4 °C for 2 h in 1 × PBS containing 1 × protease inhibitor cocktail and 1 mM DTT. The beads were collected and washed six times with incubation buffer and resuspended in 2 vols of the protein-loading buffer. The immunoprecipitates and inputs were separated on SDS-PAGE gels and immunoblotted with anti-GST (Abmart, M20007) or anti-His antibody (GNI, GNI4410-HS).

In Fig. 4l, purified GST-BSK3 WT were incubated with 4FF glutathione beads (Smart-lifesciences, SA010010) at 4 °C for 2 h in 1 × PBS containing 1 × protease inhibitor cocktail and 1 mM DTT. The beads were collected and washed three times with incubation buffer on ice. Then, the His-RTFL18 (WT, M1, M2) proteins were incubated with the Ni beads at 4 °C for 2 h in 1 × PBS containing 1 × protease inhibitor cocktail and 1 mM DTT, respectively. The beads were collected and washed 6 times with incubation buffer and resuspended in 2 vols of the protein-loading buffer. The immunoprecipitates and inputs were separated on SDS-PAGE gels and immunoblotted with anti-His antibody (GNI, GNI4410-HS) and anti-GST antibody (Abmart, M20007).

In Fig. 4m, purified His-RTFL18 WT were incubated with Ni-NTA 6FF (Smart-lifesciences, SA005025) beads at 4 °C for 2 h in 1 × PBS containing 1 × protease inhibitor cocktail and 1 mM DTT. The beads were collected and washed three times with incubation buffer on ice. Then, the GST-BSK3 (WT, M1, M2, M3) proteins were incubated with the Ni beads at 4 °C for 2 h in 1 × PBS containing 1 × protease inhibitor cocktail and 1 mM DTT, respectively. The beads were collected and washed 6 times with incubation buffer and resuspended in 2 vols of the protein-loading buffer. The immunoprecipitates and inputs were separated on SDS-PAGE gels and immunoblotted with anti-GST antibody (Abmart, M20007) or anti-His antibody (GNI, GNI4410-HS).

### Coimmunoprecipitation (CoIP) assay

In *N. benthamiana*, *35S::Flag-RTFL18* and *35 S:: GFP*, 35S::*BSK3-GFP* or 35S ::*BSK6-GFP* were transiently expressed in *N. benthamiana* leaves. Plants were grown in the dark for 24 h and with a 16 h light/8 h dark photoperiod for 48–60 h, then protein were extracted in lysis buffer [50 mM Tris-HCl pH 7, 150 mM NaCl, 5 mM DTT, 2% NP-40, 1% Triton X-100, 1 mM PMSF and 1× protease inhibitor cocktail (Roche, 4693132001)]. The crude protein extract was filtered through Miracloth, cleared by centrifugation (20 min, 10000 g). A fraction was conserved as input control. IP was carried out for 2 h at 4 °C using anti-GFP Affinity beads (Smart-Lifesciences, SA070001). Beads were washed 5 times for 5 min in lysis buffer. The beads were collected and resuspended in 2 vols of the protein-loading buffer. The immunoprecipitates and inputs were separated on SDS-PAGE gels and immunoblotted with anti-Flag antibody (GNI, GNI4110-FG) and anti-GFP antibody (Abmart, M20004).

In Arabidopsis, total protein extracts were prepared from *35* S::Flag-RTFL18*35 *S::BSK3-GFP* and *35* S::Flag-RTFL18*35 *S::BSK6-GFP* seedlings plants grown in duplicate under white light for 3 weeks and then one of the duplicates was treated with low R:FR for 1 h and the other of duplicate was maintained under white light for an additional hour. *35* S::Flag-RTFL18*35 *S::BSK3-GFP*, *35* S::Flag-RTFL18*35 *S::BSK6-GFP*, and *35* *S::Flag-RTFL18* seedlings were ground in liquid nitrogen and proteins were extracted in lysis buffer [50 mM Tris-HCl pH 7, 150 mM NaCl, 5 mM DTT, 2% NP-40, 1% Triton X-100, 1 mM PMSF and 1 × protease inhibitor cocktail (Roche, 4693132001)]. The crude protein extract was filtered through Miracloth, cleared by centrifugation (20 min, 10000 g). A fraction was conserved as input control. IP was carried out for 2 h at 4 °C using anti-GFP Affinity beads (Smart-Lifesciences, SA070001). Beads were washed 3 times for 5 min in lysis buffer. Immunoprecipitated proteins were eluted by boiling, separated by SDS-PAGE and detected by Western blotting using anti-Flag antibody (GNI, GNI4410-FG) and anti-GFP antibody (Abmart, M20004).

### Modeling of the RTFL/BSK complex

To clarify how RTFLs interact with BSK family proteins, we built one BSK/RTFL model using AlphaFold-Multimer. One program was developed to precisely predict protein complexes. The AlphaFold-Multimer open-source code (https://gitcode.net/mirrors/deepmind/alphafold?utm_source=csdn_github_accelerator) was downloaded and installed on a local server. The complex model was generated by the program with all default settings. The model with the highest confidence score was utilized in the RTFL and BSK interaction analysis. All structures were displayed by the ChimeraX (https://www.rbvi.ucsf.edu/chimerax) program^45^.

### RNA-seq library preparation, construction, and analysis

We referred to methods in the literature for RNA-seq^46^ and the details are as follows. Six-day-old white light-grown seedlings were kept in white light or were transferred to low R:FR conditions for 6 h, and whole seedlings were collected. We sent 0.1–0.2 g fresh plant material to Majorbio company (https://www.majorbio.com/) to perform standard RNA-seq library preparation and construction. Three replicates were prepared for each genotype. Total RNA was extracted from the tissue using RNA Purification Reagent according the manufacturer’s instructions and genomic DNA was removed using DNase I (TaKara). RNA degradation and contamination was monitored on 1% agarose gels. Then RNA quality was determined by 2100 Bioanalyser (Agilent Technologies) and quantified using the ND-2000 (NanoDrop Technologies). RNA purification, reverse transcription, library construction and sequencing were performed at Shanghai Majorbio Bio-pharm Biotechnology Co., Ltd. (Shanghai, China) according to the manufacturer’s instructions (Illumina, San Diego, CA). To identify DEGs (differential expression genes) between two different samples, the expression level of each gene was calculated according to the Fragments Per Kilobases per Millionreads (FPKM) method. Differential expression analysis was performed using DESeq2^47^, and DEGs with |log2 (fold change)| ≥1 and *P* ≤ 0.01 were considered to be significantly differentially expressed genes.

Gene Ontology enrichment analysis was performed by the website Plant Regulomics (http://bioinfo.sibs.ac.cn/plant-regulomics/). The intersection between two or three sets of genes was determined using Venny2.1 (https://bioinfogp.cnb.csic.es/tools/venny/index.html).

### Quantitative RT–PCR analysis

In Fig. 1b, f, and Supplementary Fig. 1c, seedlings grown for 5 days with white light were transferred to low R:FR or remained in white light for 1 h. In Fig. 1d, seedlings grown for 5 days in the dark were transferred to white light or remained in the dark and grown for 1 h. In Fig. 1e, seedlings were grown for 5 days under white light. In Fig. 2b and Supplementary Fig. 2b, seedlings grown for 10 days with white light were transferred to low R:FR conditions or continually exposed to white light for 1 h, and the different tissues were separated. In Fig. 7e, seedlings grown for 6 days with white light were transferred to low R:FR conditions or continual white light exposure for 6 h.

Whole seedlings were used for experiments. Total RNA was extracted from seedlings via the TRIzol (Ambion, 15596018) RNA extraction method. A 2-μg aliquot of RNA was used for first-strand cDNA synthesis with a FastQuant RT kit (Tiangen, KR118-02). Analysis was performed with a Real-Time System CFX96™ C1000 Thermal Cycler (Bio-Rad). All experiments were repeated at least three times and independent biological experiments were repeated three times. The *AT2G39960* gene was used as the internal control. The expression levels of target genes were normalized against the expression of the reference gene *AT2G39960*. Data are presented as mean values +/− SD (*n* = 3, *n* refers to biological replicates). The significant differences were calculated by Multiple *t* tests (*P < 0.05, **P < 0.01, ***P < 0.001, ns indicates no significance), one-way ANOVA: Tukey’s multiple comparisons test and two-way ANOVA: Tukey’s multiple comparisons test (*P* < 0.01). Multiple *t* tests were used 1% False Discovery Rate (FDR) approach with two-stage step-up method of Benjamini, Krieger, and Yekutieli. The primers used for RT-qPCR are listed in Supplementary Table 1.

### Western blotting and analysis

In Fig. 2c, seedlings of *35* *S*::*Flag*-*RTFL18* grown for 6 days under white light were transferred to low R:FR conditions for 0, 30, 90, and 180 mins. In Fig. 6a–e and Supplementary Fig. 6a–e, seedlings grown for 6 days in white light were transferred to low R:FR conditions and grown for 6 h.

In Figs. 2, 3, Supplementary Fig. 5, Fig. 6, and Supplementary Fig. 6, whole seedlings were ground to a fine powder in liquid nitrogen. Total proteins were extracted with extraction buffer [125 mM Tris-HCl (pH 8.0), 375 mM NaCl, 2.5 mM EDTA, 1% SDS, and 1% b-mercaptoethanol]. The proteins were separated on SDS-PAGE gels followed by wet transfer to nitrocellulose membranes. The antibodies used in this study are described in the Antibody information. Signals were detected using a ShareBio ECL kit (ShareBio, sb-wb011).

We referred to methods in the literature to quantification analysis of western blot^48^ and the details are as follows. Only use non-overexposed images for the quantitative analysis. ImageJ software was used to calculate the mean gray values of the bands. Convert the image to grayscale and rectangular selections tool from the ImageJ toolbar were used to select the target band. The software converted the band grayscale into a peak plot, and the area of the peak was the quantified value of the grayscale. The mean gray values of the target proteins were divided by the mean gray value of the internal reference to obtain the relative protein level of the target protein. The PIF4 protein levels of Col-0 under low R:FR were standardized as “1” after normalization.

In Fig. 2f, proteins in different cellular fractions were extracted from 7-day-old *35* *S::Flag-RTFL18* transgenic seedlings using a Minute^TM^ Plasma Membrane Protein isolation kit (MobiTec, SM-005-p-INV) and subjected to SDS-PAGE electrophoresis and immunoblot analysis; PM H^+^ -ATPase was detected using Anti-H^+^ -ATPase antibody (PHYTOAB, PHY2285A) nuclear H3 was detected using anti-H3 antibody (Abmart, P30266M), and cytoplasm Rbcl was detected using anti-Rbcl antibody (Agrisera, AS03037).

### Sensitivity to eBL and bikinin

We referred to methods in the literature^49,50^ and made improvements. eBL (Aladdin, E128317-10mg) and bikinin (Sigma, SML0094-5 MG) were each dissolved to 100 mM in dimethyl sulfoxide as stock solutions and stored at −20 °C. These chemical compounds were added to 1/2 MS below 65 °C.

Surface-sterilized seeds were plated on 1/2 MS with 1.2% (w/v) agar and stratified at 4 °C for 3 d. Seedlings were grown for 5 d on 1/2 MS medium under white light. To examine the effects of eBL and bikinin, whole seedlings were transferred onto growth medium containing eBL or bikinin at the indicated concentration (eBL: 0, 0.1, or 10 μM; bikinin, 0, 15, or 30 μM) for 3 d. Data measurement and analysis can be found in the following section.

### Quantitative measurement and analysis

We used a scanner (HP Scanjet 8270) to obtain images of seedlings. Cotyledon petiole lengths, first and second leaf petiole lengths and hypocotyl lengths of Fig. 3, Supplementary Fig. 3, Fig. 5, Supplementary Fig. 5, Fig. 6 and Supplementary Fig. 6 on scanned images are measured with ImageJ software (http://www.scioncorp.com).

Statistical parameters including the exact value of *n*, the definition of center, dispersion, and precision measures (mean ± SEM) and statistical significance are reported in the Figures and Figure Legends.

### Antibody information

The following antibodies were purchased: anti-Myc antibody (GNI, GNI4410-MC, 1:4000); anti-Flag antibody (GNI, GNI4410-FG, 1:4000); anti-H + -ATPase antibody (PHYTOAB, PHY2285A, 1:2000); anti-Rbcl antibody (Agrisera, AS03037, 1:4000); anti-H3 antibody (Abmart, P30266M, 1:3000); anti-β-Tubulin antibody (Abmart, M30109M, 1:4000); anti-GFP antibody (Abmart, M20004, 1:3000); anti-PIF4 antibody (Abiocode, R2534-4, 1:2000); anti-GST antibody (Abmart, M20007, 1:4000); anti-His antibody (GNI, GNI4110-HS, 1:4000); Alexa Fluor 488-labeled Goat Anti-Mouse IgG antibodies (Beyotime, A0428, 1:200); Glutathione Resin (GenScript, L00206); anti-GFP Affinity beads (Smart-Lifesciences, SA070001); rProtein A Beads 4FF (Smart-Lifesciences, SA015005); Ni NTA Beads 6FF (Smart-Lifesciences, SA005025).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Peer Review File

## Data Availability

The raw and processed RNA-seq data generated in this study have been deposited in the NCBI GEO database (https://www.ncbi.nlm.nih.gov/gds) with accession number GSE226205. Source data are provided with this paper.

## References

[1] Casal JJ (2012). Shade avoidance. Arabidopsis Book.

[2] Tang Y, Liesche J (2017). The molecular mechanism of shade avoidance in crops- How data from *Arabidopsis* can help to identify targets for increasing yield and biomass production. J. Integr. Agric..

[3] Wille W, Pipper CB, Rosenqvist E, Andersen SB, Weiner J (2017). Reducing shade avoidance responses in a cereal crop. AoB Plants.

[4] Ballaré CL, Pierik R (2017). The shade-avoidance syndrome: multiple signals and ecological consequences. Plant Cell Environ..

[5] Carabelli M (2007). Canopy shade causes a rapid and transient arrest in leaf development through auxin-induced cytokinin oxidase activity. Genes Dev..

[6] Reed JW, Nagpal P, Poole DS, Furuya M, Chory J (1993). Mutations in the gene for the red/far-red light receptor phytochrome B alter cell elongation and physiological responses throughout Arabidopsis development. Plant Cell.

[7] Li L (2012). Linking photoreceptor excitation to changes in plant architecture. Genes Dev..

[8] Lorrain S, Allen T, Duek PD, Whitelam GC, Fankhauser C (2008). Phytochrome-mediated inhibition of shade avoidance involves degradation of growth-promoting bHLH transcription factors. Plant J..

[9] Zhang R, Yang C, Jiang Y, Li L (2019). A PIF7-CONSTANS-Centered molecular regulatory network underlying shade-accelerated flowering. Mol. Plant.

[10] Xie Y (2017). Phytochrome-interacting factors directly suppress *MIR156* expression to enhance shade-avoidance syndrome in *Arabidopsis*. Nat. Commun..

[11] Yang C, Li L (2017). Hormonal regulation in shade avoidance. Front. Plant Sci..

[12] Luccioni LG, Oliverio KA, Yanovsky MJ, Boccalandro HE, Casal JJ (2002). Brassinosteroid mutants uncover fine tuning of phytochrome signaling. Plant Physiol..

[13] Kim GT, Tsukaya H, Uchimiya H (1998). The ROTUNDIFOLIA3 gene of *Arabidopsis thaliana* encodes a new member of the cytochrome P-450 family that is required for the regulated polar elongation of leaf cells. Genes Dev..

[14] Keuskamp DH (2011). Blue-light-mediated shade avoidance requires combined auxin and brassinosteroid action in Arabidopsis seedlings. Plant J..

[15] Cifuentes-Esquivel N (2013). The bHLH proteins BEE and BIM positively modulate the shade avoidance syndrome in Arabidopsis seedlings. Plant J..

[16] Bernardo-García S (2014). BR-dependent phosphorylation modulates PIF4 transcriptional activity and shapes diurnal hypocotyl growth. Genes Dev..

[17] Hayes S (2019). Soil salinity limits plant shade avoidance. Curr. Biol..

[18] Matsubayashi Y, Sakagami Y (2006). Peptide hormones in plants. Annu. Rev. Plant Biol..

[19] Takahashi F, Hanada K, Kondo T, Shinozaki K (2019). Hormone-like peptides and small coding genes in plant stress signaling and development. Curr. Opin. Plant Biol..

[20] Fletcher JC (2020). Recent advances in Arabidopsis CLE peptide signaling. Trends Plant Sci..

[21] Ge Z (2017). *Arabidopsis* pollen tube integrity and sperm release are regulated by RALF-mediated signaling. Science.

[22] Haruta M, Sabat G, Stecker K, Minkoff BB, Sussman MR (2014). A peptide hormone and its receptor protein kinase regulate plant cell expansion. Science.

[23] Liu C (2021). Pollen PCP-B peptides unlock a stigma peptide-receptor kinase gating mechanism for pollination. Science.

[24] Tong X (2021). A small peptide inhibits siRNA amplification in plants by mediating autophagic degradation of SGS3/RDR6 bodies. EMBO J..

[25] Takahashi F (2018). A small peptide modulates stomatal control via abscisic acid in long-distance signalling. Nature.

[26] Narita NN (2004). Overexpression of a novel small peptide ROTUNDIFOLIA4 decreases cell proliferation and alters leaf shape in *Arabidopsis thaliana*. Plant J..

[27] Wen J, Lease KA, Walker JC (2004). DVL, a novel class of small polypeptides: overexpression alters *Arabidopsis* development. Plant J..

[28] Yamaguchi, T., Ikeuchi, M., Tsukaya, H. Chapter 11 - ROTUNDIFOLIA4. In *Handbook of Biologically Active Peptides* 2nd edn (ed Kastin, A. J.) (Academic Press, 2013).

[29] Larue CT, Wen J, Walker JC (2010). Interactions between a NAC-Domain transcription factor and the putative small protein encoding *DVL/ROT* gene family. Plant Mol. Biol. Rep..

[30] Oh E, Zhu JY, Wang ZY (2012). Interaction between BZR1 and PIF4 integrates brassinosteroid and environmental responses. Nat. Cell Biol..

[31] Yang C (2021). Two bHLH transcription factors, bHLH48 and bHLH60, associate with phytochrome interacting factor 7 to regulate hypocotyl elongation in *Arabidopsis*. Cell Rep..

[32] Sreeramulu S (2013). BSKs are partially redundant positive regulators of brassinosteroid signaling in Arabidopsis. Plant J..

[33] De Rybel B (2009). Chemical inhibition of a subset of *Arabidopsis thaliana* GSK3-like kinases activates brassinosteroid signaling. Chem. Biol..

[34] Bou-Torrent J (2014). Plant proximity perception dynamically modulates hormone levels and sensitivity in *Arabidopsis*. J. Exp. Bot..

[35] Huang S, Yang C, Li L (2022). Unraveling the dynamic integration of Auxin, Brassinosteroid and Gibberellin in early shade-induced hypocotyl elongation. Phenomics.

[36] Costigliolo Rojas C (2022). Organ-specific COP1 control of BES1 stability adjusts plant growth patterns under shade or warmth. Dev. Cell.

[37] Shi H (2013). BR-SIGNALING KINASE1 physically associates with FLAGELLIN SENSING2 and regulates plant innate immunity in *Arabidopsis*. Plant Cell.

[38] Yan H (2018). BRASSINOSTEROID-SIGNALING KINASE1 phosphorylates MAPKKK5 to regulate immunity in Arabidopsis. Plant Physiol..

[39] Xin X (2018). *Arabidopsis* MKK10-MPK6 mediates red-light-regulated opening of seedling cotyledons through phosphorylation of PIF3. J. Exp. Bot..

[40] Zhao C (2017). MAP kinase cascades regulate the cold response by modulating ICE1 protein stability. Dev. Cell.

[41] Evrard A (2013). Regulation of the heat stress response in *Arabidopsis* by MPK6-targeted phosphorylation of the heat stress factor HsfA2. PeerJ.

[42] Yu L (2010). Phosphatidic acid mediates salt stress response by regulation of MPK6 in *Arabidopsis thaliana*. N. Phytol..

[43] Yoshida Y (2018). The Arabidopsis *phyB-9* mutant has a second-site mutation in the *VENOSA4* gene that alters chloroplast size, photosynthetic traits, and leaf growth. Plant Physiol..

[44] Song Y (2014). Age-triggered and dark-induced leaf senescence require the bHLH transcription factors PIF3, 4, and 5. Mol. Plant.

[45] Pettersen EF (2021). UCSF ChimeraX: structure visualization for researchers, educators, and developers. Protein Sci..

[46] Yang C (2020). AtINO80 represses photomorphogenesis by modulating nucleosome density and H2A.Z incorporation in light-related genes. Proc. Natl Acad. Sci. USA.

[47] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[48] Stael S, Miller LP, Fernández-Fernández ÁD, Van Breusegem F (2022). Detection of damage-activated metacaspase activity by western blot in plants. Methods Mol. Biol..

[49] Minami A, Takahashi K, Inoue SI, Tada Y, Kinoshita T (2019). Brassinosteroid induces phosphorylation of the plasma membrane H+-ATPase during hypocotyl elongation in *Arabidopsis thaliana*. Plant Cell Physiol..

[50] Hamasaki H (2020). Light activates brassinosteroid biosynthesis to promote hook opening and petiole development in *Arabidopsis thaliana*. Plant Cell Physiol..

How the deposited data were processed for this re-analysis (not part of the article)

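Transcript levels were measured by RNA-seq in whole seedlings of Col-0, dvl1-1D, bsk36 and pif47, grown for 6 days in WL and then kept in WL or exposed to low R:FR (R:FR 0.3 in the sample labels) for 6 h. Each of the 8 groups of genotype and light had 3 replicates, and all 24 libraries were mapped to their group by the names of the deposited columns, which match the sample titles. A sequencing company made libraries from poly(A) RNA and sequenced them on an Illumina instrument. Expression levels were calculated as FPKM, and the authors deposited these values with 2 decimals for 32833 genes. The aligner, the counting method, the genome build and the annotation are not named in the paper's text. The 8 columns of group means that the authors added were not used. The authors called genes with DESeq2, at an absolute log2 fold change of at least 1 and P of at most 0.01. FPKM are not counts, so limma on the log2 scale was used here in place of a count model.

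Genes are named by the locus codes of the deposited values, and 32548 of these codes were found in a RefSeq table of the TAIR10.1 assembly, which was used for names and types of genes alone. Because the build of the deposited values is not stated, no coordinates are given. The name BAS1 is used here, as in the paper, for AT2G26710, although the deposited values give that name to another gene.

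The FPKM of a library summed to between 758368 and 801109. The number of reads per library is unknown, so the counting error behind a value is not known, and no interval or lower limit of detection was computed. The step between the low values of a gene gave the relative depth of the libraries, which ranged from 0.820 to 1.22. The range within the groups was 0.922 to 1.02 for Col-0 in WL, 0.820 to 1.16 for Col-0 in low R:FR, 0.858 to 1.03 and 0.950 to 1.10 for dvl1-1D, 0.930 to 1.04 and 0.964 to 1.22 for bsk36, and 0.915 to 0.990 and 1.01 to 1.12 for pif47, in WL and low R:FR respectively. Of the 32833 genes, 6147 were listed at 0 in every library. The 10 genes with the highest values took 9.25% to 11.1% of the FPKM of a library.

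Genes with a mean FPKM of at least 0.5 over all libraries were tested, 20682 genes, of which 95.0% are annotated as protein-coding. A model with 1 mean for each of the 8 groups was fitted to log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend), without a term for the replicate number. The contrasts were low R:FR against WL within each genotype, each mutant against Col-0 within each light condition, and the genotype by light interaction. A gene was called low R:FR responsive at an absolute log2 fold change of at least 1 and P of at most 0.01, the paper's thresholds. The P was left unadjusted here, because the paper does not say whether its P was adjusted. A low R:FR responsive gene of Col-0 was counted as changed in a mutant when it was not called there in the same direction. The paper's text does not state a definition. Before the tests were fixed, 9 definitions were tried on the values of Supplementary Data 1 and compared with the paper's counts and genes. As recomputed here, a fold change under 2 gave 449, 415 and 569 genes in dvl1-1D, bsk36 and pif47 and 327 in all 3, of which 322 are in Supplementary Data 3. A fold change under 0.75 of that in Col-0 gave counts about as close to the paper's (485, 436, 607 and 313), with 224 in Supplementary Data 3, and one under 0.8 gave 532, 502, 640 and 387, with 267. Failing the paper's thresholds was chosen because of the overlap of the fold change under 2 and because Supplementary Data 3 names the thresholds. The closeness to the paper's counts is therefore not independent evidence. The chosen rule also requires P and was not among the 9 definitions. Over the genes called here it gave 362 genes in all 3 mutants, of which 264 are in Supplementary Data 3. The overlap of 322 thus belongs to the fold change alone. Interactions and differences between genotypes in WL were called at a Benjamini-Hochberg adjusted p under 0.05 over all tested genes, the latter also with an absolute log2 fold change of at least 1.

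The size of the response was measured as a score for each library, the mean log2 value of induced genes minus that of repressed genes. Scores of Col-0 and 1 mutant at a time were compared by an exact permutation of the genotype labels within each light condition (400 assignments, two-sided). The gene sets were the genes called in Col-0, the genes called in the same direction in both of the other mutants, and the BR-responsive genes of Supplementary Data 5. Gene lists were compared with all tested genes by Fisher's exact test. Lists of 18 carbon starvation genes and 11 circadian clock genes were used for hypotheses in the closing section. They were placed among 10000 random lists of the same size matched on mean expression, with a median log2 fold change of 0.68 between low R:FR and WL in Col-0 for the former and median absolute log2 fold changes of 0.30, 0.59 and 0.24 between dvl1-1D, bsk36 or pif47 and Col-0 in WL for the latter. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps and for the figures.

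The genes named in the text were the 3 genes that the paper names in its RNA-seq results, the genes altered in the mutants, the RTFL genes that the paper names and the BSK genes, the 3 genes with the largest rise and the 3 with the largest fall in Col-0 (among genes called with an adjusted p under 0.05, a mean FPKM of at least 1 and no overlap between the WL and low R:FR libraries), the 2 genes with the smallest interaction p in each mutant among the genes called in Col-0, and called members of the gene lists.

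The models were tested on simulated data for 20682 genes, drawn from the means and spread of the real libraries. Of 200 genes changed in Col-0, 97% were called in the right direction, and 26 unchanged genes were called. The mean error of the log2 fold change was 0.0053. Of 400 genes with an interaction in dvl1-1D, 93.2% were called, with 22 unchanged genes called. The simulated changes and interactions all lay well above 1 on the log2 scale. These shares therefore do not describe genes near the threshold or smaller interactions. The share of Col-0 calls lost when all genotypes have the same response was estimated in 200 further simulations. These used either the Col-0 response or the mean response of the 4 genotypes, and residuals of the real libraries either drawn with replacement or used once each, with 50 simulations of each kind. The kind that uses each library once was added after the first simulations had been seen, because drawing with replacement can repeat a library within a group. Counts of called genes were also computed for other splits of the libraries, all 10 for comparisons of 3 libraries with 3 and 100 of the 200 possible for interactions and changed genes.

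The alternatives tried were pseudocounts of 0.5 and 1, no filter on the mean FPKM or a filter at 5, median-of-ratios scaling, quantile normalization, a Benjamini-Hochberg adjusted p in place of the unadjusted P, a fit to the compared libraries alone, a term for the replicate number, leaving out each library in turn, the 743 genes of the paper, and a mutant call by fold change alone. The closing section gives their effect. GO annotation, RT-qPCR values and raw reads were not used here.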

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

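The counts over other splits of the libraries, the simulations, the removal of 3 carbon starvation genes and the scaling tests of the carbon starvation genes were chosen after the results they test had been seen, and the list of clock genes was chosen after the counts, before the values of its members had been seen.

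The low R:FR effect differed between Col-0 and the mutants in a direct test of the difference, the genotype by light interaction. It passed for 484 genes in dvl1-1D, 627 in bsk36 and 505 in pif47 (limma, Benjamini-Hochberg adjusted p under 0.05). With the genotype labels of the 12 libraries split in other ways within each light condition, 2 of 100 splits gave as many genes in dvl1-1D, the real one included, which argues against a chance division of the libraries. In bsk36, 5 of 100 splits gave as many, and in pif47, 10 of 100 did. The 5 in bsk36 kept the real grouping of the WL libraries and the 10 in pif47 that of the low R:FR libraries, so that a real effect in 1 light condition would give them too, and these counts do not decide. In simulations without an effect of genotype, as many genes passed in 1 of 200 for each of the 3 mutants, which argues against chance differences between the libraries. The median over the other splits was 0 genes, and the highest counts were 1223, 2503 and 1323. Scaling moved the counts little, to 467 and 490 in dvl1-1D, 641 and 551 in bsk36, and 453 and 502 in pif47 under median-of-ratios scaling and quantile normalization. The counts depended on single libraries. Without replicate 2 of Col-0 in low R:FR they were 127 in dvl1-1D and 234 in bsk36, and without replicate 3 of that group they were 1056 and 949. In pif47 the range over the left-out libraries was 347 to 711. An effect of the mutated genes, which the design names, remains open.

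Genotypes also differed in WL, a comparison that the paper does not report. In WL, 134 genes differed between dvl1-1D and Col-0, 225 between bsk36 and Col-0, and 112 between pif47 and Col-0 (absolute log2 fold change of at least 1, limma adjusted p under 0.05). Of the 10 splits of the 6 libraries, 1 gave as many genes in each of the 3 comparisons, the real split. The others gave at most 1, 0 and 2 genes, but a design of 3 libraries against 3 has no share under 0.1, so chance cannot be excluded by this count alone. Without replicate 1 of Col-0 in WL, the count for bsk36 was 140. A difference in harvest time is a candidate explanation that could be tested with circadian clock genes. Their median absolute log2 difference in WL lay at percentile 99.99 of random lists matched on expression in dvl1-1D, 100.0 in bsk36 and 99.96 in pif47, with medians of 0.30, 0.59 and 0.24 and 0 of the 11 genes past the threshold of the count. A difference in harvest time would raise these medians, but whether the clock genes moved in the directions of a shift in time was not tested. Whether such a shift accounts for any of the genes past the threshold stays open. Clock genes may also vary more than matched genes between any 2 sets of seedlings, and an effect of the genotype on the clock would give the same values, which were not tested further.

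Genes that rise in carbon starvation responded to low R:FR in Col-0 and less in the mutants. Their score rose by 0.96 in Col-0, and the response differed from that of Col-0 by -0.86 in dvl1-1D (exact permutation p = 0.005, the smallest that the permutation can give) and by -1.04 in bsk36 (exact permutation p = 0.01), and by -0.55 in pif47 (exact permutation p = 0.05, which did not pass). After Benjamini-Hochberg adjustment over the 3 mutants these were 0.015, 0.015 and 0.05. Under median-of-ratios scaling and quantile normalization, the largest p was 0.005 in dvl1-1D and 0.01 in bsk36, which argues against the scaling of the libraries. In pif47 the difference nearest 0 under these scalings was -0.50, a move of 0.047 with a standard error of the difference of 0.201, so that the scaling is argued against there too, while the difference itself did not pass. The median log2 fold change of the 18 genes in Col-0, 0.68, lay at percentile 100.0 of matched random lists. Because 3 of the genes had been seen in Supplementary Data 3, the test was repeated without them, and the median of the other 15, 0.63, again lay at percentile 100.0. Over these 15 genes the differences were -0.75, -0.98 and -0.49 (exact permutation p = 0.005, 0.005 and 0.065). SEN1 had 347.03, 331.79 and 136.91 FPKM in the Col-0 libraries in low R:FR and 10.21, 11.85 and 13.08 in WL. Part of the difference in response arose in WL, where the mean score was 3.63 in Col-0, 3.99 in dvl1-1D and 4.12 in bsk36, against 4.59, 4.10 and 4.04 in low R:FR, and 3.66 and 4.08 in pif47 in WL and low R:FR. SEN1 in WL had 52.42, 34.1 and 34.47 FPKM in dvl1-1D and 69.29, 59.07 and 31.19 in bsk36. A lower carbon supply of Col-0 seedlings in low R:FR may contribute to the rise of these genes in Col-0, and it does not address the higher level of dvl1-1D and bsk36 in WL. For its growth assays, the paper describes low R:FR as added far-red light with red and blue light unchanged. Such a treatment does not dim the light and gives by itself no reason for a lower carbon supply, which stays a hypothesis. A direct effect of low R:FR on these genes would give the same values, and sugar levels were not measured. How many of these genes other processes regulate was not tested.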

How the results depend on the processing

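The alternatives and the main settings were chosen before the data were examined beyond the 743 genes of Supplementary Data 1, whose values in all libraries had been seen by then and used to choose the definition of a changed gene by comparison with the paper's counts and genes, and the counts over other splits of the libraries were chosen after the results had been seen. No result reversed its direction under any alternative that was run.

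The counts of low R:FR responsive genes depended most on how low values were treated. With a pseudocount of 1, 446 genes were called in Col-0, 242 in dvl1-1D, 254 in bsk36 and 137 in pif47, and the genes with changed low R:FR effects numbered 258, 245 and 355 in the mutants and 192 in all 3. With a filter at a mean FPKM of 5, 374, 186, 196 and 117 genes were called, and 220, 219, 282 and 174 were changed. Fewer genes enter that filter (14125), and larger pseudocounts shrink the fold changes of low genes, which shows why these counts fall. Genotype differences in WL fell to 64 in dvl1-1D, 89 in bsk36 and 63 in pif47 with a pseudocount of 1, to 48, 74 and 42 with the filter at 5, and to 142 in bsk36 with a pseudocount of 0.5. Under the remaining alternatives the counts of called genes and changed genes stayed within 1.5 times of the main ones. For Col-0 these ranged from 562 with a pseudocount of 0.5 to 843 without a filter.

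The interaction counts depended on the libraries in the model. With Col-0 and the mutant alone in the model, the interaction passed for 64 genes in dvl1-1D, 87 in bsk36 and 260 in pif47, and among the genes called in Col-0 for 17, 14 and 134. This fit has fewer libraries to estimate the spread. Adjusted over the genes called in Col-0 alone, it passed for 238, 186 and 430 of these genes in the model of 24 libraries, and for 224, 137 and 411 with Col-0 and the mutant alone in the model. Without a filter, 322 genes passed in dvl1-1D, and more genes enter the adjustment there. Leaving out 1 library at a time gave 127 to 1056 genes in dvl1-1D, 234 to 949 in bsk36 and 347 to 711 in pif47. Among the genes called in Col-0 the ranges were 29 to 202, 34 to 154 and 150 to 287. The lowest counts in dvl1-1D and bsk36 were those without replicate 2 of Col-0 in low R:FR and the highest those without replicate 3 of that group. The count in dvl1-1D also fell by over 1.5 times without replicate 1 of Col-0 in WL (176) or in low R:FR (295), replicate 2 (137) or 3 (188) of dvl1-1D in WL, or any of its replicates in low R:FR (181, 307 and 176). That in bsk36 fell by over 1.5 times without replicate 1 of Col-0 in WL (257), replicate 1 (319) or 3 (388) of bsk36 in WL, or replicate 1 (302) or 2 (298) of bsk36 in low R:FR. The cause of the dependence on single libraries was not tested. In the same fits, genotype differences in WL ranged from 99 to 135 in dvl1-1D, 140 to 280 in bsk36 and 86 to 118 in pif47, with 140 in bsk36 without replicate 1 of Col-0 in WL. Called genes ranged from 625 to 825 in Col-0, 360 to 381 in dvl1-1D, 365 to 488 in bsk36 and 195 to 278 in pif47. Changed genes ranged from 382 to 581, 351 to 542 and 505 to 696, and those changed in all 3 mutants from 283 to 468.

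The smaller response over the genes called in Col-0 kept its direction and an exact permutation p under 0.05 in each mutant under each alternative run. Over the left-out libraries, the differences were -1.75 to -1.43 in dvl1-1D, -1.49 to -1.11 in bsk36 and -2.22 to -1.88 in pif47. The genes were chosen on Col-0 in every run, and not anew without the left-out library. These values therefore do not test that choice. Over the genes called in both of the other mutants, the left-out libraries gave -1.18 to -0.77 in dvl1-1D, with a largest exact permutation p of 0.045. They gave -0.97 to -0.47 in bsk36 and -2.40 to -2.01 in pif47, with a largest p of 0.25 and 0.105. In bsk36 the exact permutation p was 0.035 without replicate 3 of Col-0 in low R:FR (-0.93) and 0.03 without replicate 3 of bsk36 in low R:FR (-0.97). With genes called in either of the other mutants, the differences were -0.62, -0.33 and -1.36 (exact permutation p = 0.015, 0.175 and 0.065). For the BR-responsive genes the ranges were -1.36 to -1.0 in dvl1-1D, -1.15 to -0.73 in bsk36 and -2.16 to -1.80 in pif47. The exact permutation p in bsk36 was 0.05 without replicate 1 of bsk36 in low R:FR (-0.73), and that in pif47 was 0.045 without replicate 3 of Col-0 in WL (-2.02) and 0.035 without replicate 2 of pif47 in WL (-2.01). Over the BR-responsive genes called in both other mutants, the differences of -0.74 in dvl1-1D and -0.59 in bsk36 (exact permutation p = 0.095 and 0.285) no longer passed. This choice leaves fewer genes and leaves out those that lost their response in either of the other mutants, and the cause was not tested.

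The median log2 fold change of induced genes moved by more than the spread between replicates over the genes of the paper (1.44 in Col-0 and 1.02 in dvl1-1D), with a pseudocount of 1 (1.06 in dvl1-1D) and with quantile normalization (0.99 in dvl1-1D and 1.04 in bsk36), as did that of repressed genes in pif47 with a pseudocount of 1 (-0.67). The genes themselves change with these settings, and the cause was not tested. The list of brassinosteroid genes passed with a pseudocount of 0.5 (odds ratio 7.18, adjusted p = 0.0406) and of 1 (odds ratio 9.11, adjusted p = 0.0265), because fewer other genes were called, and its adjusted p ranged from 0.0265 to 0.0699 over the alternatives.

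The rise of BAS1 in pif47 lost its limma adjusted p under 0.05 with quantile normalization (log2 fold change 0.22), with the pif47 libraries alone (0.27) and without replicate 1 (0.28) or 2 (0.20) of pif47 in WL or replicate 3 in low R:FR (0.20), with a range of 0.20 to 0.32 over the left-out libraries. That of PAR1 in pif47 lost it with the pif47 libraries alone (0.58) and without replicate 2 in WL (0.44) or replicate 1 in low R:FR (0.48), with a range of 0.44 to 0.67. With fewer libraries, the spread is less well estimated. The fold change of HAT2 in dvl1-1D ranged from 0.92 to 1.03, and that of PAR1 in bsk36 from 0.92 to 1.26, so that their calls at 1 depended on single libraries, replicate 2 or 3 in WL or replicate 3 in low R:FR for HAT2 and replicate 3 in WL or low R:FR for PAR1. Of the other named genes, the rise of AT5G23411 and the fall of ARR16 in Col-0 were weaker with the Col-0 libraries alone. The interactions of HAT2, BAS1 and PAR1 stayed past the threshold in pif47 and short of it in dvl1-1D and bsk36 under each alternative run.

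The groups share replicate numbers, and the fit with the replicate number as a block called 724 genes in Col-0, with 473, 442 and 600 changed genes in the mutants and 366 in all 3, and interactions for 455, 674 and 476 genes. Libraries with the same number in WL and low R:FR correlated from -0.108 to 0.251 in their deviations from the group means over 14125 genes. The correlation was above 0.1 for 7 of 12 pairs, including the 3 of dvl1-1D (0.133, 0.171 and 0.158), so the numbers do not mark pairs in all genotypes. The block moved no count by over 1.5 times and changed no call of the named genes.

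Scaling moved the median log2 fold change of all genes by at most 0.06, and the share of induced genes among those called in Col-0 from 62.2% to 56.5% with median-of-ratios scaling and 55.0% with quantile normalization. Because the number of reads is not known, a gene listed at 0 or near it has no known limit of detection. This limits the fold changes of genes such as RTFL18, CYP96A5, AT5G23411, PCC1 and AT1G31690.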

Differences from the paper's values

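The comparison of genotypes in low R:FR in the last paragraph was chosen after the other results had been seen. No count differed from the paper's by more than 1.5 times, but the definition of a changed gene had been chosen by comparison with the paper's counts and genes. The paper's 743 low R:FR responsive genes in Col-0 compare with 719 here, its 483, 455 and 601 genes with changed low R:FR effects in dvl1-1D, bsk36 and pif47 with 469, 438 and 593, and its 370 common genes with 362. With a pseudocount of 1 (446, 258, 245, 355 and 192 genes) or a filter at a mean FPKM of 5 (374, 220, 219, 282 and 174 genes), the counts lay more than 1.5 times under the paper's. With each of the other alternatives they did not.

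The paper states that the response of the BR-responsive genes decreased significantly in all 3 mutants. Here, the score difference of pif47 had an exact permutation p of 0.065, although it was the largest of the 3 differences (-1.94). In low R:FR, the pif47 libraries scored from -0.05 to 0.30 and those of Col-0 from 1.67 to 2.39, and the WL scores overlapped. With a difference in 1 light condition alone, 40 of the 400 assignments keep the grouping, so that p depends on the order of the WL libraries and does not show a weaker decrease than the paper reports. It was 0.065 or 0.07 under the pseudocounts and scalings tried and passed 0.05 in the fits without replicate 3 of Col-0 in WL (0.045) and without replicate 2 of pif47 in WL (0.035).

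The paper reports brassinosteroid homeostasis among the enriched terms of the low R:FR responsive genes. The list of 12 brassinosteroid genes tested here, which is not the GO term, had an adjusted p of 0.0633, and it passed with pseudocounts of 0.5 (0.0406) and 1 (0.0265).

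In Fig. 7e, the RT-qPCR levels of HAT2, BAS1 and PAR1 in low R:FR are lower in each of the 3 mutants than in Col-0. In the RNA-seq values in low R:FR, the log2 difference from Col-0 in dvl1-1D was -0.23 for HAT2, -0.07 for BAS1 and -0.18 for PAR1 (limma adjusted p = 0.0539, 0.655 and 0.523). In bsk36 it was -0.03, -0.25 and -0.46 (limma adjusted p = 0.905, 0.154 and 0.166). In pif47 it was -1.12, -0.72 and -1.15 (limma adjusted p = 1.85e-09, 5.43e-06 and 4.17e-05). The seedlings of the RT-qPCR were not analysed here.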

Other observations

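The counts over other splits of the libraries and the simulations were chosen after the results they test had been seen. So was the use of the simulations beside the genes called in both of the other mutants. The limit of 5% of the simulations, which replaced a limit of 0, was chosen then too.

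The counts of low R:FR responsive genes were compared with other splits of the 6 libraries of each genotype. In Col-0, dvl1-1D, bsk36 and pif47, 1 of the 10 splits gave as many genes, the real one. The other splits gave at most 57, 41, 60 and 39 genes, but 3 libraries against 3 have no share under 0.1. For the genes with changed low R:FR effects, 1 of 100 splits of the genotype labels gave as many in dvl1-1D, 5 of 100 in bsk36 and 5 of 100 in pif47, the real one included. Other splits gave at most 433, 511 and 653 genes. A chance division of the libraries is therefore argued against in dvl1-1D. Of the 5 splits, 4 in bsk36 kept the real grouping of the WL libraries and 5 in pif47 that of the low R:FR libraries, as a real effect in 1 light condition would also give, so that the counts do not decide there.

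The genes were called on the Col-0 libraries, which inflates the response of Col-0 and may by itself leave genes uncalled in a mutant. In simulations in which all genotypes had the same response, on average 31.5% to 38.9% of the Col-0 calls were lost by mutant and kind of simulation, against 65.2%, 60.9% and 82.5% observed in dvl1-1D, bsk36 and pif47. As large a share was lost in 0 of 200 simulations for dvl1-1D, in 3 of 200 for bsk36 and in 0 of 200 for pif47. The choice of the genes thus accounts for a part of the changed genes in each mutant, and the simulations argue against it as the whole cause in each of them. The 3 simulations for bsk36 were all among those that drew the residuals with replacement, and with each library used once the largest share lost in bsk36 was 56.1%. The simulations with the Col-0 response called more genes in Col-0 than were observed (906.6 and 924.0 on average against 719), and those with the mean response called fewer (384.7 and 388.1). The overlap of the 3 mutants can also arise because they share the Col-0 libraries. Independent losses of the observed sizes would change 32.8% of the calls in all 3 mutants, and 60.9% is the largest share possible. The observed 50.3% lay 62.4% of the way between them, and 66 of 200 simulations, each at its own losses, lay as far. The overlap beyond independence is therefore no larger than the simulations with shared Col-0 libraries and the same response often gave, and shared libraries stay open for it. Weak effects near the thresholds in every genotype would add to the overlap too, and this was not tested separately.

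The smaller size of the response was tested in the same way. Over genes called in both of the other mutants, the exact permutation p was 0.02 in dvl1-1D, 0.095 in bsk36 and 0.085 in pif47. The p of dvl1-1D did not pass after Benjamini-Hochberg adjustment over the 3 mutants. Over these genes, dvl1-1D and bsk36 were separated from Col-0 in WL alone and pif47 in low R:FR alone. With such a difference, 40 of the 400 assignments keep the grouping, so that p depends on the order of the libraries in the other light condition. The test set beforehand therefore does not decide in any of the 3 mutants. In low R:FR, the pif47 libraries scored from -0.51 to 0.16 and those of Col-0 from 1.76 to 2.47. In the simulations, the median fold change of the mutant was as small as observed in 0 of 200 for dvl1-1D and for pif47 and in 3 of 200 for bsk36. The simulations thus argue against the choice of the genes as the whole cause in each mutant. Over the genes called in Col-0, the exact permutation p was also computed under median-of-ratios scaling and quantile normalization. The largest p was 0.005 in dvl1-1D, 0.01 in bsk36 and 0.01 in pif47. A factor for a whole library largely cancels in a score of induced minus repressed genes, so median-of-ratios scaling cannot decide here. Quantile normalization need not cancel, and its result argues against the scaling of the libraries as far as that method corrects it. An effect of the mutated genes is consistent with these tests, as a hypothesis found and tested on the same libraries.

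The smaller fold changes arose differently in the mutants. Induced genes had a higher level in WL than in Col-0 by a median log2 difference of 0.28 in dvl1-1D and 0.33 in bsk36, and a lower level in low R:FR by a median difference of -0.22 and -0.13. In pif47 the median differences of the same genes were 0.05 in WL and -0.73 in low R:FR. Repressed genes differed by -0.31, -0.22 and -0.07 in WL and by 0.46, 0.33 and 0.67 in low R:FR in dvl1-1D, bsk36 and pif47. These genes were chosen on the Col-0 libraries, which also places Col-0 at the extremes of both light conditions.

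Of the 6 RTFL genes that the paper considers shade-induced on another data set, RTFL13, RTFL16, RTFL17, RTFL18 and RTFL21 were called in Col-0 with log2 fold changes of 2.18, 1.12, 1.12, 5.12 and 4.23. RTFL15 had 1.95 ± 0.458 FPKM in WL and 2.42 ± 0.743 in low R:FR (SD, n = 3 each), a log2 fold change of 0.28 (limma adjusted p = 0.375). In pif47 the log2 fold change of RTFL18 was 3.25, with an interaction that did not pass (-1.88, limma adjusted p = 0.229). The interaction in pif47 did not pass for RTFL13, RTFL16, RTFL17 or RTFL21 either. In low R:FR, however, the log2 difference of pif47 from Col-0 was -2.12, -1.07, -1.14 and -1.89 for these genes. Their limma adjusted p-values were 0.0254, 4.7e-05, 1.81e-05 and 0.0407, and RTFL18 did not pass (-0.89, limma adjusted p = 0.299). In low R:FR, RTFL18 had 12.3 ± 1.02 FPKM in Col-0 and 6.58 ± 0.276 in pif47 (SD, n = 3 each). The estimate of the spread is shared with the WL groups, where its mean was 0.387 FPKM in Col-0 and 0.750 in pif47. Its p therefore does not show an unchanged level in pif47. Of the BSK genes tested, BSK5 was called in Col-0 (log2 fold change 1.13, limma adjusted p = 8.34e-10). BSK7 and BSK8 rose by 0.56 and 0.67 on the log2 scale and BSK2 fell by 0.27, with limma adjusted p-values of 1.48e-06, 4.1e-05 and 0.00489. BSK3 and BSK6 rose by 0.28 and 0.59 (limma adjusted p = 0.0192 and 0.019). BSK1, BSK4 and BSK9 did not pass, and BSK10, BSK11 and SSP (BSK12) were under the filter on low values.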
